# Potential Role of mRNAs and LncRNAs in Chronic Intermittent Hypoxia Exposure-Aggravated Atherosclerosis

**DOI:** 10.3389/fgene.2020.00290

**Published:** 2020-04-09

**Authors:** Jing Zhang, Chaowei Hu, Xiaolu Jiao, Yunyun Yang, Juan Li, Huahui Yu, Yanwen Qin, Yongxiang Wei

**Keywords:** atherosclerosis, obstructive sleep apnea, chronic intermittent hypoxia, microarray, long non-coding RNAs

## Abstract

Atherosclerosis is the pathological basis of cardiovascular disease. Obstructive sleep apnea (OSA) aggravates atherosclerosis, and chronic intermittent hypoxia (CIH) as a prominent feature of OSA plays an important role during the process of atherosclerosis. The mechanisms of CIH in the development of atherosclerosis remain unclear. In the current study, we used microarray to investigate differentially expressed mRNAs and long non-coding RNAs (lncRNAs) in aorta from five groups of ApoE^–/–^ mice fed with a high-fat diet and exposed to various conditions: normoxia for 8 weeks, CIH for 8 weeks, normoxia for 12 weeks, CIH for 12 weeks, or CIH for 8 weeks followed by normoxia for 4 weeks. Selected transcripts were validated in aorta tissues and RT-qPCR analysis showed correlation with the microarray data. Gene Ontology analysis and pathway enrichment analysis were performed to explore the mRNA function. Bioinformatic analysis indicated that short-term CIH induced up-regulated mRNAs involved in inflammatory response. Pathway enrichment analysis of lncRNA co-localized mRNAs and lncRNA co-expressed mRNAs were performed to explore lncRNA functions. The up-regulated mRNAs, lncRNA co-localized mRNAs and lncRNA co-expressed mRNAs were significantly associated with protein processing in endoplasmic reticulum pathway in atherosclerotic vascular tissue with long-term CIH exposure, suggesting that differentially expressed mRNAs and lncRNAs play important roles in this pathway. Moreover, a mRNA-lncRNA co-expression network with 380 lncRNAs, 508 mRNAs and 3238 relationships was constructed based on the correlation analysis between the differentially expressed mRNAs and lncRNAs. In summary, our study provided a systematic perspective on the potential function of mRNAs and lncRNAs in CIH-aggravated atherosclerosis, and may provide novel molecular candidates for future investigation on atherosclerosis exposed to CIH.

## Introduction

Atherosclerotic cardiovascular disease is the leading cause of death worldwide (Heron et al., 2009). Atherosclerosis is the pathological basis of peripheral vascular, coronary, and cerebrovascular disease (Tabas et al., 2015). Numerous traditional risk factors for atherosclerosis have been reported, including genetic predisposition, aging, hypertension, diabetes, obesity and smoking, and exposure to these risk factors plays important roles in the development of atherosclerosis. Recently, a number of novel atherosclerosis risk factors have been identified (Fruchart et al., 2004). These novel risk factors are expected to provide optimal diagnostic and therapeutic strategies for reducing cardiovascular and cerebrovascular events in patients.

Obstructive sleep apnea (OSA), characterized by recurrent pharyngeal collapses during sleep (Levy et al., 2015), increases linearly with age and is considered a major public health issue affecting 3–7% of the middle-aged population (30–70 years) (Duran et al., 2001; Young et al., 2002). Several studies have shown that OSA is an independent risk factor for cardiovascular disease (Peker et al., 2002; Bradley and Floras, 2009; Ma et al., 2016), resulting in hypertension (Lavie et al., 2000), stroke (Yaggi et al., 2005), cardiac events (Shah et al., 2010), heart failure (Khattak et al., 2018), arrhythmia (Rossi et al., 2013), and sudden death in the night (Gami et al., 2013). Many clinical and research studies have provided evidence for a correlation between OSA and atherosclerosis (Song et al., 2015) and demonstrated that OSA changes the progression and outcomes of atherosclerosis. OSA is associated with increased carotid intima-media thickness (IMT) and plaque occurrence (early atherosclerotic lesions), independent of cardiovascular risk factors or cardiovascular diseases (Baguet et al., 2005). OSA is also independently associated with arterial stiffness (Drager et al., 2007b, 2010), which is a strong predictor of late cardiovascular event. Although evidence supporting the aggravation of atherosclerosis by OSA is relatively strong, relatively little is known about the underlying molecular mechanisms linking OSA to atherosclerosis.

A prominent feature of OSA pathophysiology is chronic intermittent hypoxia (CIH), which is long-term exposure to repeated episodes of reoxygenation following hypoxia induced by airflow obstruction during sleep (Neubauer, 2001; Dempsey et al., 2010). CIH is a major underlying culprit for OSA-induced cardiovascular and cerebrovascular complications (Kohler and Stradling, 2010; Ma et al., 2016). CIH promotes atherosclerotic plaque formation in ApoE-deficient mice fed a normal chow diet (Fang et al., 2012) or high cholesterol diet (Jun et al., 2010). In addition, continuous positive airway pressure (CPAP) therapy for OSA patients ameliorates atherosclerosis by reducing IMT and carotid to femoral artery pulse wave velocity (CF-PWV) (Drager et al., 2007a). The core pathological manifestations of OSA depend on the strong correlation between CIH and atherosclerosis, and CIH accelerates the development of atherosclerosis. The roles and mechanisms of CIH in the development of atherosclerosis are still unknown.

Long non-coding RNAs (lncRNAs) are non-protein-coding RNAs > 200 nucleotides in length characterized by RNA polymerase II processing, a 5′ cap, and 3′ polyadenylation (Jian et al., 2016; Liu et al., 2017). LncRNAs do not encode proteins but regulate gene expression through epigenetic, transcriptional and post-transcriptional regulation mechanisms (Jian et al., 2016). LncRNAs can fold into secondary or higher order structures to more flexibly target proteins or gene sites (Guttman and Rinn, 2012). LncRNAs exert critical roles on regulating biological processes such as cell survival, cell cycle, and metabolism (Hung et al., 2011; Grammatikakis et al., 2014). Endothelial cells, vascular smooth muscle cells and macrophages are the primary cells leading to atherosclerotic lesion formation (Tabas et al., 2015). Previous studies have demonstrated that lncRNAs regulate the functions of endothelial cells, smooth muscle cells and macrophages, suggesting that lncRNAs are emerging important players in the progression of atherosclerosis (Jian et al., 2016; Zhou et al., 2016). However, the underlying mechanisms of lncRNAs in CIH aggravating atherosclerosis are poorly understood, and the study of lncRNAs in CIH aggravating atherosclerosis is scarce.

In the present study, we analyzed lncRNAs and mRNAs by microarray at different time points during the atherosclerosis process in ApoE-deficient mice fed a high-fat diet under CIH or normoxia conditions. We performed a systematic analysis of the functionality of lncRNAs and mRNAs during the progression of atherosclerosis under CIH exposure. These findings will shed new light on the roles of OSA and CIH on atherosclerosis.

## Materials and Methods

### Animals

Male 8-week-old ApoE^–/–^ mice were purchased from Beijing Hua Fukang Biotechnology, Co. Ltd. (Beijing, China). The ApoE^–/–^ mice were randomly divided into five groups: Nor 8W (mice in normoxia for 8 weeks), CIH 8W (mice in CIH for 8 weeks), Nor 12W (mice in normoxia for 12 weeks), CIH 12W (mice in CIH for 12 weeks), and CIH 8W + Nor 4W groups (mice in CIH for 8 weeks followed by normoxia for 4 weeks). All ApoE^–/–^ mice were fed with high-fat feed (21% fat and 0.15% cholesterol), which was purchased from Beijing Hua Fukang Biotechnology, Co. Ltd. The aorta from the five groups (5 in Nor 8W, 5 in CIH8W, 5 in Nor 12W, 4 in CIH 12W, 4 in CIH 8W + Nor 4W) was used for microarray analysis. All animal procedures conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH publication no. 85-23, revised 1996). This study was approved by the Institutional Animal Care and Use Committee of Capital Medical University, Beijing, China.

### Intermittent Hypoxia

ApoE^–/–^ mice were placed into a plexiglass chamber connected to OxyCycler A84 (BioSpherix, Redfield, NY, United States). During each period of intermittent hypoxia, the fractional inspired O_2_ (FiO_2_) was reduced from 20.9 to 5.0–6.0% over 120 s and re-oxygenated to 20.9% in the subsequent 60 s period. This cycle was repeated every 180 s from 09:00 to 21:00 daily to coincide with mouse sleep cycles. Normoxia was delivered at identical flow rates with a constant FiO_2_ of 20.9%.

### Atherosclerotic Lesion Analysis

The day following the last exposure period, ApoE^–/–^ mice were intraperitoneally administered 1% pentobarbital sodium anesthesia (5 mg/kg). Mice were sacrificed and transcardially perfused with PBS. For analysis of atherosclerotic lesions on aorta, the aortic tree was opened longitudinally starting from the aortic root to the iliac bifurcation, pinned, fixed in 10% buffered formalin, and stained with Oil Red O. The atherosclerotic burden was quantified in a blind fashion using NIS-Elements F Ver4.60.00 software (Nikon, Tokyo, Japan) and expressed as the ratio of Oil Red O-positive lesions to the total aortic area.

### Total RNA Extraction

Total RNA was extracted from mouse aorta using TRIZOL reagent (Life Technologies, Foster City, CA, United States) following the manufacturer’s instructions, and digested with DNase I at 37°C for 15 min to remove any contaminating DNA. The RNA was further purified with the RNeasy Kit (Qiagen, Hilden, Germany). The RNA quantity and quality were measured by a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, United States), and the RNA integrity was assessed by standard denaturing agarose gel electrophoresis.

### Microarray Analysis

The transcriptome was analyzed using the Clariom^TM^ D Array (Mouse; Affymetrix, Thermo Fisher Scientific), which contains transcripts of 22413 coding RNAs and 43543 non-coding RNAs. The RNA labeling and microarray hybridization were carried out according to the GeneChip WT PLUS Reagent Kit User Guide (P/N 703174 Rev.5, Affymetrix, Inc., Santa Clara, CA, United States). Briefly, the total RNA was amplified and transcribed into cRNA along the entire length of the transcripts without 3′ bias. The sense-strand cDNA was synthesized by reverse transcription of cRNA. The sense-strand cDNA was fragmented and labeled with biotin. The sense-strand cDNA was hybridized to the Clariom^TM^ D Array at 45°C for 16 h according to the manufacturer’s instructions. After hybridization, the microarrays were washed and then stained in Affymetrix Fluidics Station 450 (Affymetrix) and scanned using theGene-Chip^®^ scanner 3000 7G (Affymetrix) following the manufacturer’s instructions. Affymetrix^®^ GeneChip Command Console (AGCC) was used to analyze acquired array images. Raw signal intensities were normalized using Transcriptome Analysis Console (TAC) 4.0 software (Applied Biosystems, Thermo Fisher Scientific). Microarray data were deposited in NCBI with the GEO accession code GSE145221.

### Quantitative Real-Time PCR

Microarray data were validated by qRT-PCR. In brief, total RNA was extracted by TRIZOL reagent (Life Technologies, Thermo Fisher Scientific) and purified with the RNeasy Kit (Qiagen) according to the manufacturer’s instructions. M-MLV reverse transcription was used to synthesize cDNA (Promega, Madison, WI, United States). Quantitative real-time PCR was carried out with SYBR Green PCR mix (Applied Biosystems) on the ABI 7900HT qPCR system (Applied Biosystems). Four mRNAs and two lncRNAs were randomly selected for validation. The following primers were used: Cox8b (5′-TGTGGGGATCTCAGCCATAGT-3′ forward; 5′-AGTGGGCTAAGACCCATCCTG-3′ reverse), Hsp90b1 (5′-GTTCGTCAGAGCTGATGATGAA-3′ forward; 5′-GCGTTTAACCCATCCAACTGAAT-3′ reverse), Ucp1 (5′-GTGAACCCGACAACTTCCGAA-3′ forward; 5′-TGCCAGG CAAGCTGAAACTC-3′ reverse), Nr1d2 (5′-CAGGAGGTG TGATTGCCTACA-3′ forward; 5′-GGACGAGGACTGGAAGC TATT-3′ reverse), Gm13910 (5′-ATCCGTCCTTCCTC ACTGGA-3′ forward; 5′-TGATTAGCATCGCAGAAGCG-3′ reverse), Gm5421 (5′-CGAGGACATGGGACGATCAG-3′ forward; 5′-AACGATTCCACCCACATCCC-3′ reverse). RPS18 (Cat. Number B661301, Sango Biotech, Shanghai, China) was used as the internal control. The relative expression was calculated using the 2^–Δ^ ^Δ^ ^CT^ method and RPS18 was used to normalize the quantitative real-time data. Results were expressed as relative fold changes compared with levels in Nor 8W. After normalized microarray data as relative fold changes compared with levels in Nor 8W, Pearson’s correlation coefficient was further calculated for each gene to quantify the consistency between microarray data and qRT-PCR data.

### Bioinformatics Data Analysis

After normalization of the raw data, we used the limma R package (version: 3.36.5) to filter the differentially expressed genes. Limma R used moderated F-statistic to filter the multi-group differentially expressed genes. Empirical Bayes moderation was used to correct the *p*-values (Pan et al., 2018). The threshold set for up- and down-regulated genes was a fold change > 1.1 and *p* < 0.05. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were used to investigate the roles of the differentially expressed mRNAs. The roles of the differentially expressed lncRNAs were investigated by KEGG pathway annotations of co-localized mRNAs and co-expressed mRNAs. The neighboring (20 kb upstream or downstream) protein-coding genes of the differentially expressed lncRNAs were selected as co-localized mRNAs. For GO analysis^1^, the corresponding genes were divided into three aspects by enrichment analysis, including biological process (BP), molecular function (MF) and cellular component (CC). KEGG pathway analysis was performed to examine the significant pathways of the differentially expressed genes^2^. The GO and KEGG pathway analysis were performed using R software with ggplot2 package. The mRNA-lncRNA co-expression network analysis was performed to assess functional annotation. The networks were built based on positive or negative correlations according to the normalized signal intensity of individual transcripts. The mRNAs and lncRNAs with significant differential expression between the five treatment groups were selected for the network analysis. The Pearson’s correlation coefficient value was calculated for mRNA-lncRNA pairs. The strong correlated pairs (Pearson’s correlation coefficient ≥ 0.9 and *p* < 0.05) were selected for illustrating the co-expression network. Gene co-expression network was constructed from the preprocessed files using R package “weighted correlation network analysis” (Song et al., 2012). Following the protocol for constructing gene co-expression network using multiple datasets (Stuart et al., 2003), we first calculated Pearson correlation matrix for each dataset. We then obtained an overall weighted correlation matrix based on the number of samples used in that dataset. The visualization of network was built by software Cytoscape (version: 3.6.0).

### Statistical Analysis

Data were expressed as means ± standard deviation. One-way ANOVA followed by Bonferronic *post hoc* test for comparisons between more than two groups was conducted in atherosclerotic lesion analysis. Limma R used moderated F-statistic to filter the multi-group differentially expressed genes. Empirical Bayes moderation was used to correct the *p*-values. GO analysis and pathway analysis were performed using the two side Fisher’s exact test and Benjamini–Hochberg was used for multiple tests correction. Pearson’s correlation coefficient was calculated to quantify the consistency between microarray data and qRT-PCR data. The differences were considered significant at *p* < 0.05.

## Results

### CIH Exposure Aggravates Atherosclerosis in ApoE-Deficient Mice

To observe atherosclerosis with CIH exposure, we fed ApoE-deficient mice with a high-fat diet under CIH or normoxia conditions. The atherosclerotic lesions of aorta were evaluated by Oil Red O staining (Supplementary Figure S1). After 8 weeks of a high-fat diet, there were few plaques in the aorta of ApoE-deficient mice in normoxia or CIH, and there was no significant difference in plaque area between these two groups. However, the plaque area of aorta in ApoE-deficient mice under CIH for 12 weeks was significantly increased (*p* < 0.01) compared with ApoE-deficient mice in normoxia for 12 weeks. The plaque area of aorta in ApoE-deficient mice exposed to CIH for 8 weeks followed by normoxia for 4 weeks was significantly reduced (*p* < 0.01) compared with ApoE-deficient mice under CIH for 12 weeks (Supplementary Figure S1B). These results indicate that long-term CIH exposure aggravates atherosclerosis.

### Overview of Gene Expression

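RNA from the aorta of ApoE-deficient mice on a high-fat diet was hybridized to 23 Clariom D mouse arrays: 5 for Nor 8W, 5 for CIH 8W, 5 for Nor 12W, 4 for CIH 12W and 4 for CIH 8W + Nor 4W. The deposited values are log2 signals that the authors had normalized across arrays. The methods name the Transcriptome Analysis Console for this step and the submitters' processing notes name Affymetrix Expression Console, and neither states the summary method. The values run from 1.87 to 19.9, and the array medians lie between 3.63 and 3.78. Between 27.3 and 35.9% of the gene-level probe sets of an array lay above the 95th percentile of its background probes, with group medians of 31.6% in Nor 8W, 31.2% in CIH 8W, 32.2% in Nor 12W, 32.7% in CIH 12W and 33.7% in CIH 8W + Nor 4W. For bright probe sets the differences between arrays are wider than in Supplementary Table S1: the ratio of the spreads went from 0.990 at the lowest levels to 2.05 at the highest. The log2 differences of the genes in Tables 1 and 2 were 1.79 times the log2 of the paper's fold changes (median of 62), with the same sign in all 62. All 65956 gene-level probe sets were fitted with limma, with the 5 groups in 1 model, and the comparisons were taken as contrasts. A probe set was called at the paper's threshold, an unadjusted p under 0.05 and a fold change over 1.1, and it is said to have risen or fallen only where it was called. The number at a Benjamini-Hochberg adjusted p under 0.05 is given beside each count. Gene lists written from textbook knowledge were tested with limma's camera at a preset correlation of 0.01, and again with the correlation estimated from the residuals. The comparisons, the lists, the rule for naming genes and most of the alternative settings were fixed before the deposited values were examined. By then the tables of the paper had been read, and Supplementary Table S1 holds values of these arrays. Several lists, among them those of brown adipocytes, the clock and heat shock, hold genes that the paper names as changed on these samples. The tests of such lists are therefore not independent evidence of a direction. The paper gives the number of aortas in each group and states no pooling, and the p-values measure the spread between samples. The number of arrays limits the precision of every value.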

We next performed gene expression analysis between mice in CIH or normoxia for various exposure times. The number of significantly up-regulated genes was higher than the number of significantly down-regulated genes in mice exposed to CIH for 8 weeks compared with mice under normoxia for 8 weeks (Figure 1A). In contrast, the number of significantly down-regulated genes was higher than the number of up-regulated genes in mice in CIH for 12 weeks compared with mice in normoxia for 12 weeks or mice exposed to CIH for 8 weeks followed by normoxia for 4 weeks.

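At 8 weeks, 2631 probe sets rose and 1626 fell in CIH 8W compared with Nor 8W, so that 61.8% of the called probe sets were higher. Among protein-coding genes 1286 rose and 608 fell, and among named non-coding genes 276 rose and 218 fell. Among the remaining probe sets 1069 rose and 800 fell. These have no gene symbol, several symbols, or a symbol without a known gene type. Vwf, the von Willebrand factor of endothelial cells and platelets, had a signal of 11.63 ± 0.62 (SD, n = 5) in CIH 8W and 10.71 ± 0.36 (SD, n = 5) in Nor 8W, a log2 difference of 0.92 (standard error 0.22). Slc26a2, a sulfate transporter, rose by 0.28 and Plekha8, a lipid transfer protein of the Golgi, rose by 0.24. Bbs9, a subunit of the BBSome of primary cilia, fell by 0.50 and Trmt1, a tRNA methyltransferase, fell by 0.15. Gm22215 and Olfr854 rose by 0.33 and 0.20, and Kif2b, 1700036G14Rik and 4921511C10Rik fell by 0.28, 0.27 and 0.18, all 5 at signals in the range of background. Each of these genes had all 5 CIH 8W arrays on one side of all 5 Nor 8W arrays. In all, 416 probe sets had such separate groups, which is 0.631% of those tested, against 0.794% by chance. With limma, 0 probe sets passed an adjusted p under 0.05 (lowest 0.696), and 4651 (7.05%) had an unadjusted p under 0.05. The share of higher calls was 51.6% after quantile normalization and 68.8% after median centring. It turned when the 5 arrays with a strong signal of sympathetic neuron genes (Nor 8W replicate 3, CIH 8W replicates 3 and 5, Nor 12W replicates 3 and 4) were left out, a setting chosen after seeing the data, with 804 higher and 946 lower. Without Nor 8W replicate 3 there were 1418 higher calls and without CIH 8W replicate 3 there were 1516. Without CIH 8W replicate 1 there were 4756 higher and 2962 lower calls, and without Nor 8W replicate 5 there were 2657 lower calls.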

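In CIH 12W compared with Nor 12W, 2829 probe sets rose and 4612 fell, and compared with CIH 8W + Nor 4W, 1606 rose and 2569 fell. Higher calls thus made up 38.0% and 38.5%. The classes of genes differed. Of the protein-coding probe sets, 1428 rose and 1025 fell against Nor 12W, and 726 rose and 518 fell against CIH 8W + Nor 4W. Of the named non-coding probe sets, 144 rose and 1372 fell in the former comparison, and 170 rose and 521 fell in the latter. Haus8, a subunit of the augmin complex of the mitotic spindle, had the smallest p of the genes that rose against Nor 12W. Its signal was 7.20 ± 0.13 (SD, n = 4) in CIH 12W, 6.15 ± 0.17 (SD, n = 5) in Nor 12W and 6.29 ± 0.23 (SD, n = 4) in CIH 8W + Nor 4W, which gave log2 differences of 1.04 (adjusted p = 0.00147 from limma) and 0.90 (adjusted p = 0.0208). Fem1a, Mir125b-1, Fam168b and Med15, a subunit of the Mediator complex, rose by 0.40, 0.85, 0.35 and 0.51 against Nor 12W, with adjusted p-values of 0.0024 to 0.00356. Pygl, the liver form of glycogen phosphorylase, fell by 1.76 (adjusted p = 0.00191). Its Nor 12W signals of 9.13 to 10.26 stood above those of all other groups, Nor 8W among them (7.27 to 8.39). The 4 genes of unknown function Gm20736, Gm21409, Gm20890 and Gm21488 fell by 0.82 to 0.96, at signals of 3.85 to 4.28 in CIH 12W that lie in the range of background. Gm20890 and Gm21488 had the same difference, -0.8322, so that the 4 may not be separate measures. Against CIH 8W + Nor 4W, the acyltransferase gene Mboat1 rose by 0.94, Gm3436 by 0.77 and Slc45a3 by 0.31. Coq10b, a coenzyme Q-binding protein, fell by 0.85, 1810013L24Rik by 0.77 and the cell cycle phosphatase gene Cdc25b by 0.51. At an adjusted p under 0.05, limma gave 128 higher and 459 lower probe sets against Nor 12W, and 6 higher and 6 lower against CIH 8W + Nor 4W. The excess of lower calls depended on the scaling of the arrays. The median log2 difference of all probe sets was -0.0279 in the former comparison and -0.0239 in the latter. After each array was centred on its median again, 5749 were higher and 2355 lower against Nor 12W, and 2669 were higher and 1267 lower against CIH 8W + Nor 4W. After quantile normalization the counts were 4178 higher and 2966 lower in the former, and 1816 higher and 1891 lower in the latter. Probe sets with separate groups numbered 3423 (5.19%, against 1.59% by chance) and 3363 (5.10%, against 2.86% by chance). Leaving out 1 array gave 132 adjusted calls (CIH 12W replicate 4), 247 (CIH 12W replicate 3), 300 (Nor 12W replicate 3) and 347 (Nor 12W replicate 5) in place of 587 against Nor 12W, and, in place of 12 against CIH 8W + Nor 4W, 33, 0, 4 and 1 (without CIH 12W replicates 1, 2, 3 and 4) and 5, 0, 1 and 5 (without CIH 8W + Nor 4W replicates 1, 2, 3 and 4). Without CIH 8W + Nor 4W replicate 1, 3926 probe sets fell in that comparison.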

**FIGURE 1:**
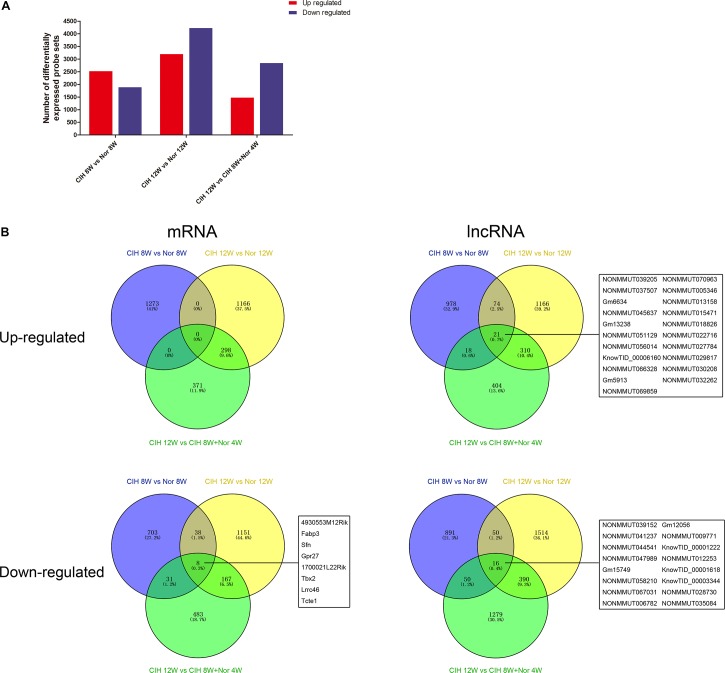
mRNA and lncRNA gene expression analysis. **(A)** Total numbers of significantly differentially up-regulated and down-regulated probe sets in the indicated groups. **(B)** Venn diagrams depicting up-regulated and down-regulated mRNAs and lncRNAs in different comparison groups. The numbers of mRNAs and lncRNAs are indicated, and the common mRNAs and lncRNAs shared among all three comparison groups are listed.

Analysis of significantly differentially expressed genes that were altered in the same direction in each of the three groups revealed overlapping genes. We identified 21 up-regulated lncRNAs in all three comparisons, and 8 down-regulated mRNAs and 16 down-regulated lncRNAs (Figure 1B). 

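Across all 3 comparisons 34 probe sets rose and 10 fell. Of the 34, 18 were protein-coding, 4 were named non-coding genes and 12 were of the remaining class. Of the 10, 3 were protein-coding and 7 were of the remaining class (no gene symbol, several, or no known gene type). Chaperones of the endoplasmic reticulum were among those that rose. Calr, the calcium-binding chaperone calreticulin, rose by 0.30 in CIH 8W vs. Nor 8W, by 0.28 in CIH 12W vs. Nor 12W and by 0.34 in CIH 12W vs. CIH 8W + Nor 4W. Pdia6, a disulfide isomerase, rose by 0.55, 0.52 and 0.85, and the co-chaperone Dnajb11 rose by 0.51, 0.42 and 0.54, in the same order. Ccn5, a matricellular protein of smooth muscle, rose by 0.59, 1.03 and 0.88. The named non-coding genes were Gm6634 and the pseudogenes Gm10698, Gm12180 and Gm5913. The 3 protein-coding genes that fell were Cetn4, by 0.23, 0.19 and 0.22, Ldb1 and Mip. The genes named up to here were chosen after their values were seen. The 8 mRNAs that Figure 1B names had negative log2 differences in all 3 comparisons. Of these, 4930553M12Rik, Sfn and Gpr27 fell in 2 of the comparisons, and Fabp3, a fatty acid-binding protein of heart and brown fat, fell in 1, by 1.95 in CIH 12W vs. Nor 12W (standard error 0.67). 1700021L22Rik, Tbx2, Lrrc46 and Tcte1 were not called in any. CIH 12W takes part in 2 of the 3 comparisons. In 20 simulations of unchanged groups that kept these shared arrays, 14.2 probe sets were higher in all 3 on average (at most 25) and 15.8 were lower (at most 20). The simulations held no change at all, with 341 probe sets higher in both CIH 12W comparisons against 723 here. They therefore cannot tell whether 34 is more than chance gives. In CIH 8W vs. Nor 8W and CIH 12W vs. Nor 12W, which share no array, 92 rose in both and 125 fell in both. Their counts alone would give 113 and 114. Median centring gave 60 higher and 1 lower. Single arrays moved both counts: higher calls numbered 61 without Nor 8W replicate 5, 54 without CIH 12W replicate 1, 22 without Nor 8W replicate 3, 20 without CIH 8W replicate 2 and 16 without CIH 12W replicate 4. Lower calls numbered 33 without Nor 8W replicate 5, 26 without CIH 12W replicate 1, 21 without CIH 8W replicate 1, 17 without CIH 12W replicate 3, 16 without CIH 12W replicate 2, and 6 without Nor 12W replicate 4 or without CIH 8W + Nor 4W replicate 4.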

The top 10 changed mRNAs are listed in Table 1. 

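The genes of Table 1 fell into a few groups. In CIH 8W vs. Nor 8W the higher ones were mainly variable segments of immunoglobulins, with the inflammation genes Spp1, Chil3 and Bcl2a1a. Igkv8-30 had a signal of 6.54 ± 3.05 (SD, n = 5) in CIH 8W and 4.26 ± 0.84 (SD, n = 5) in Nor 8W, a log2 difference of 2.29 (standard error 1.05). The Nor 8W mean lies below the 95th percentile of background on every Nor 8W array (4.84 to 5.50), so that the size of the difference is uncertain. Without CIH 8W replicate 4 the difference was 1.01, and it was not called then, nor without CIH 8W replicate 3 or without Nor 8W replicate 1, 2, 3 or 4. Bcl2a1a, an anti-apoptotic gene of leukocytes, rose by 2.03. Of 199 measured immunoglobulin variable segments, 17 rose, 1 fell and the others did not pass the test (0 at an adjusted p under 0.05 and 0 adjusted over the list alone), with a median log2 difference of 0.44. The mean signal of the list, 4.36 in Nor 8W and 4.89 in CIH 8W, is near background. The list's adjusted p was 2.88e-08 from camera, and its adjusted p was 0.65 with an estimated correlation. Among the lower genes were Fasn, the fatty acid synthase, which fell by 2.01 (standard error 0.68), the neuropeptide receptor gene Npy1r, by 1.18, and Pygm and Casq1 of skeletal muscle, by 1.20 and 1.14. Fos, an immediate early gene, rose by 2.39 (standard error 0.85) in CIH 12W vs. Nor 12W. Bmp3, a growth factor of the bone morphogenetic protein family, rose by 1.79 (adjusted p = 0.0236), and Gm13295 rose by 1.75 (adjusted p = 0.00548). The major urinary protein genes Mup1, Mup12 and Mup19 fell by 3.79, 4.16 and 4.04 in this comparison, with every CIH 12W array below every Nor 12W array (adjusted p-values of 0.0795, 0.098 and 0.0935 from limma). Fabp7, a fatty acid-binding protein of glia, fell by 3.61. Npy, Snap25 and Dbh, genes of sympathetic neurons, had log2 differences of -3.78, -3.91 and -4.37 with standard errors of 1.86, 2.07 and 2.24, and were not called. Their Nor 12W signals rested on replicates 3 and 4, the arrays with a strong neuronal signal, and Dbh had 8.50 ± 4.48 (SD, n = 5) in Nor 12W and 4.13 ± 0.24 (SD, n = 4) in CIH 12W. In CIH 12W vs. CIH 8W + Nor 4W the changed genes were mostly of the circadian clock and of heat shock. Tcap, a sarcomere gene, fell by 3.23 (adjusted p = 0.0601) and Ptprz1, a receptor phosphatase, rose by 1.46. Table 1 has 10 entries for each direction and comparison, and Mup19 stands there in 2 entries among those lower against Nor 12W. At 8 weeks, 10 of 10 higher and 10 of 10 lower entries had the table's sign, and 9 and 9 were called. Against Nor 12W, 10 of 10 and 8 of 8 measured entries did, with 10 and 5 called, and against CIH 8W + Nor 4W, 10 of 10 and 9 of 9 did, with 8 and 9 called.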

The information of all expressed mRNAs and lncRNAs is presented in Supplementary Table S1. Detailed information of differentially expressed mRNAs is presented in Supplementary Table S2, and detailed information of differentially expressed lncRNAs is presented in Supplementary Table S3.

**TABLE 1:** The detailed information of the top 10 up-regulated and 10 down-regulated mRNAs.

**CIH 8W vs. Nor 8W**	**gene_name**	**Fold change**	**CIH 12W vs. Nor 12W**	**gene_name**	**Fold change**	**CIH 12W vs. CIH 8W + Nor 4W**	**gene_name**	**Fold change**
Up-regulated	Igkv8-30	3.160	Up-regulated	Cry1	2.282	Up-regulated	Arntl	3.434
	Igkv4-91	2.998		Fos	2.204		Npas2	2.346
	Spp1	2.717		2210407C18Rik	2.129		Cry1	2.313
	Chil3	2.692		Angptl7	2.014		Hsph1	2.028
	Ighv1-42	2.633		Gm13105	1.932		Creld2	1.919
	Ighv14-4	2.582		Bmp3	1.932		Chil3	1.828
	Ighv1-43	2.463		Hspb1	1.905		Nfil3	1.717
	Igkv17-121	2.433		Nr4a1	1.866		Ccl7	1.682
	Ighv1-31	2.429		Gm13295	1.853		Hspb1	1.647
	Bcl2a1a	2.416		Hspa1a	1.84		Ptprz1	1.647
Down-regulated	Cdr1	−1.459	Down-regulated	Npy	−3.945	Down-regulated	Tef	−1.693
	Dhcr24	−1.471		Mup1	−4.028		Bhlhe41	−2.028
	Npy1r	−1.486		Gm2083	−4.084		Igkv12-46	−2.056
	Pygm	−1.489		Mup19	−4.112		Per3	−2.173
	Lgi1	−1.514		Gm10801	−4.141		Tcap	−2.828
	Casq1	−1.516		Mup19	−4.141		Ciart	−3.317
	Gldn	−1.518		Mup12	−4.257		Ucp1	−3.681
	Sbspon	−1.549		Fabp7	−4.857		Nr1d2	−3.945
	F830001A07Rik	−1.569		Snap25	−5.134		Dbp	−5.205
	Fasn	−1.893		Dbh	−5.315		Nr1d1	−6.869

### Validation of Microarray Data by qRT-PCR

To validate the microarray results, four differentially expressed mRNAs (Cox8b, Nr1d2, Ucp1, Hsp90b1) and two differentially expressed lncRNAs (Gm13910 and Gm5421) were selected for qRT-PCR analysis in mouse aorta (Figure 2). The expression levels detected by qRT-PCR were consistent with the microarray results, indicating that the microarray analysis was highly reliable.

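On the arrays, the brown fat gene Ucp1 and the circadian repressor gene Nr1d2 moved most among the 6 genes of Figure 2. Ucp1, the uncoupling protein of brown adipocytes, had a signal of 15.03 ± 1.44 (SD, n = 5) in Nor 8W, 15.03 ± 1.65 (SD, n = 5) in CIH 8W, 14.13 ± 2.38 (SD, n = 5) in Nor 12W, 10.32 ± 2.52 (SD, n = 4) in CIH 12W and 14.12 ± 2.05 (SD, n = 4) in CIH 8W + Nor 4W. Relative to Nor 8W its log2 difference in CIH 12W was -4.71 (standard error 1.28, adjusted p = 0.107 from limma). Cox8b, a subunit of cytochrome c oxidase, had differences from Nor 8W of -0.69 in CIH 8W, 0.70 in Nor 12W, -1.70 in CIH 12W and -0.94 in CIH 8W + Nor 4W, with standard errors of 0.59 to 0.63. Nr1d2 differed from Nor 8W by 0.95 in CIH 8W, 1.68 in Nor 12W, -0.99 in CIH 12W and 2.81 in CIH 8W + Nor 4W (adjusted p = 0.0711 for the last). Hsp90b1, a chaperone of the endoplasmic reticulum, was above Nor 8W in every other group, by 0.43 in CIH 8W, 0.63 in Nor 12W, 0.91 in CIH 12W (adjusted p = 0.00167) and 0.58 in CIH 8W + Nor 4W. The lncRNA Gm13910 differed from Nor 8W by -0.24, 0.68, -1.20 and -0.65 in CIH 8W, Nor 12W, CIH 12W and CIH 8W + Nor 4W, and Gm5421 was at 10.82 ± 0.50 (SD, n = 5) in Nor 8W, 11.13 ± 0.86 (SD, n = 5) in Nor 12W and 9.82 ± 0.46 (SD, n = 4) in CIH 12W. Both are pseudogenes, and the signal of Gm13910 followed that of its parent gene. These values come from the 23 arrays alone, as the qRT-PCR measurements are not among the deposited data.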

**FIGURE 2:**
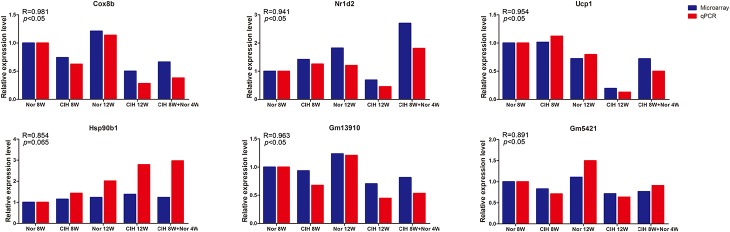
qRT-PCR validation of mRNA and lncRNA expression. Expression levels were determined by qRT-PCR analysis and the relative expression levels were calculated according to the 2^– Δ^ ^Δ^ ^Ct^ method using the RPS18 gene as an internal reference gene. qRT-PCR results are expressed as relative fold changes compared with Nor 8W. Microarray expression is also shown as relative fold changes compared with Nor 8W. R = Pearson correlation coefficient.

### Functional Annotation of Differentially Expressed mRNAs

To better understand the biological functions of mRNAs in atherosclerotic vascular tissue after exposure to CIH, we performed GO and KEGG pathway enrichment analysis on the mRNAs. GO analysis was performed on three different aspects including biological process (BP), cellular component (CC) and molecular function (MF) for up-regulated and down-regulated mRNAs (Figure 3 and Supplementary Table S4). The up-regulated mRNAs in the CIH 8W vs. Nor 8W comparison were genes involved in immune system process, inflammatory response and innate immune response (Figure 3A), while the down-regulated mRNAs were associated with glutathione transferase activity, glutathione binding, and glutathione peroxidase activity (Figure 3B). 

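Genes of macrophages, of inflammatory signals and of the lysosome were higher in CIH 8W than in Nor 8W. Of 26 measured macrophage genes, 17 rose, 0 fell and 9 did not pass the test, with a median log2 difference of 1.22. Spp1, the secreted matrix protein osteopontin, had a signal of 17.12 ± 1.88 (SD, n = 5) in CIH 8W and 14.14 ± 2.35 (SD, n = 5) in Nor 8W, a log2 difference of 2.98 (standard error 0.92). The scavenger receptor gene Msr1 rose by 2.22, the macrophage elastase gene Mmp12 by 2.10, the lectin gene Chil3 by 1.86, Cd68 by 1.80 and the integrin gene Itgam by 1.43. Of 36 cytokines, chemokines, their receptors and adhesion molecules, 16 rose and 0 fell, with a median of 0.90. The chemokine genes Ccl2, Ccl7 and Cxcl1 rose by 1.26, 1.25 and 1.14, and the Toll-like receptor genes Tlr13 and Tlr1 by 1.78 and 1.52. Of 29 lysosome genes, 22 rose and 0 fell, with a median of 0.57. The glucuronidase gene Gusb rose by 1.21, the cathepsin gene Ctsk by 0.88, and the membrane protein genes Cd63 and Lamp2 by 0.55 and 0.39. Genes of glutathione metabolism were lower, with 9 of 28 that fell, 2 that rose and a median of -0.23. The transferase genes Gstm7, Gstm2 and Gstm3 fell by 0.62, 0.39 and 0.39, and Gsr, the glutathione reductase, rose by 0.88. The list tests gave adjusted p-values of 3.59e-14 for macrophage genes, 5.78e-14 for cytokines, 1.36e-14 for the lysosome and 0.00319 for glutathione metabolism from camera. The first 3 lists had an adjusted p of 0.571 with an estimated correlation, and glutathione metabolism an adjusted p of 0.636 with an estimated correlation. Of the genes of these lists, 0 passed an adjusted p under 0.05 over all probe sets. When adjusted over the list alone, 6 glutathione genes were lower and 1 was higher, and 0 genes of the other lists passed. The spread between arrays of a group was large. Nor 8W replicate 3 had the lowest mean over the macrophage genes, 8.41 against 10.07 to 11.81 in the other Nor 8W arrays, and its mean over sympathetic neuron genes lay 5.70 above the median of all arrays. Without the 5 arrays with a strong neuronal signal (3 CIH 8W and 4 Nor 8W arrays left), 0 genes of the macrophage, cytokine and lysosome lists were called, with medians of 0.35, 0.13 and 0.19, and of the glutathione genes 1 rose and 2 fell.

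**Figure D1:**
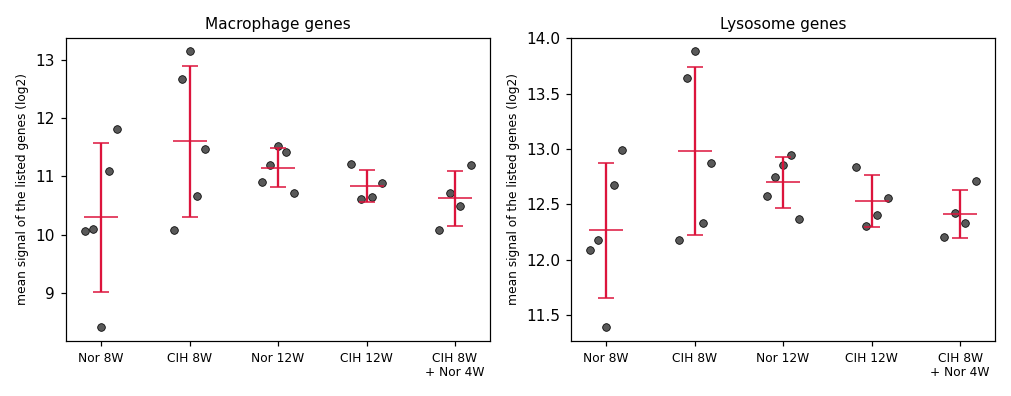
Mean log2 signal of the macrophage genes (left) and of the lysosome genes (right) on each array, by group. Points are arrays and the red bars are the mean and SD of a group. The CIH 8W arrays lie between 10.08 and 13.15 on the left, overlapping the Nor 8W arrays.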

The up-regulated mRNAs in the CIH 12W vs. CIH 8W + Nor 4W comparison were genes involved in protein folding, protein transport and chaperone-mediated protein folding (Figure 3E).

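Genes that fold proteins in the cytosol and in the endoplasmic reticulum were higher in CIH 12W than in CIH 8W + Nor 4W. Of 21 measured genes of the cytosolic heat shock response, 14 rose and 0 fell, with a median log2 difference of 0.54. Hsph1, a large HSP70-type chaperone, had a signal of 13.63 ± 0.70 (SD, n = 4) in CIH 12W and 11.57 ± 0.24 (SD, n = 4) in CIH 8W + Nor 4W, a log2 difference of 2.05 (standard error 0.46). The small heat shock protein gene Hspb1 rose by 1.46, and the co-chaperone genes Stip1, Fkbp4 and Ahsa1 of HSP90 by 1.12, 0.90 and 0.64. Of 23 chaperones and folding enzymes of the endoplasmic reticulum, 11 rose and 0 fell, with a median of 0.26. Creld2, a protein induced when unfolded proteins build up there, rose by 1.89 (standard error 0.27, adjusted p = 0.0208 from limma), and Hyou1, a chaperone of the same compartment, rose by 1.00. The lists had adjusted p-values of 1.8e-21 (heat shock) and 2e-15 (endoplasmic reticulum) from camera, and both had an adjusted p of 0.0189 with an estimated correlation. Over all probe sets, 1 gene of these lists, Creld2, passed an adjusted p under 0.05. When adjusted over the list alone, 13 heat shock genes and 7 genes of the endoplasmic reticulum list passed.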

**FIGURE 3:**
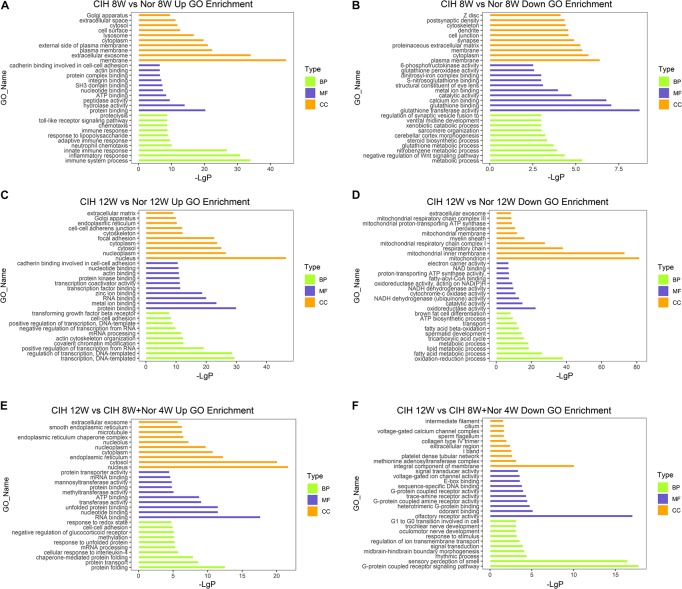
Gene ontology (GO) analysis of differentially expressed mRNAs. GO annotation of up-regulated **(A)** and down-regulated **(B)** mRNAs in the CIH 8W vs. Nor 8W comparison. GO annotation of up-regulated **(C)** and down-regulated **(D)** mRNAs in the CIH 12W vs. Nor 12W comparison. GO annotation of up-regulated **(E)** and down-regulated **(F)** mRNAs in the CIH 12W vs. CIH 8W + Nor 4W comparison. Each color represents a different aspect. Only the top 10 GO terms are listed.

KEGG pathway enrichment analysis demonstrated the possible involvement of significantly dysregulated mRNAs in related pathways and molecular interactions among genes. We identified some pathways with significant differences in mRNA expression (Supplementary Table S5). The top 10 most significant up-regulated and down-regulated pathway terms are shown in Figure 4. The protein processing in endoplasmic reticulum was the most significant pathway within the set of up-regulated mRNAs in atherosclerotic vascular tissue of ApoE-deficient mice exposed to CIH for 12 weeks (Figures 4C,E). 

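Some of the genes that bring proteins into the endoplasmic reticulum, fold them there and sort them out of it rose in CIH 12W, and the others were mostly not called. Against Nor 12W, 11 of the 23 chaperones and folding enzymes of the endoplasmic reticulum rose and 1 fell, with a median log2 difference of 0.26. Creld2 had a signal of 11.02 ± 0.45 (SD, n = 4) in CIH 12W and 9.57 ± 0.24 (SD, n = 5) in Nor 12W, a difference of 1.44 (adjusted p = 0.0081 from limma). Hyou1 rose by 1.03 (adjusted p = 0.0107) and Uggt1, which senses misfolded glycoproteins, by 0.43. Of 43 genes of translocation, glycosylation, degradation and export by COPII vesicles, 16 rose and 0 fell against Nor 12W, with a median of 0.16. Sel1l of the degradation complex rose by 0.61 (adjusted p = 0.0111) and Rpn1 of the oligosaccharyltransferase by 0.50 (adjusted p = 0.0331). Prkcsh and Lman2 rose by 0.45 and 0.39. Against CIH 8W + Nor 4W, 9 of these 43 rose and 0 fell, with a median of 0.11, among them Ssr2 by 0.54 and Rpn1 by 0.49. The folding list had an adjusted p of 1.38e-10 against Nor 12W from camera, and the list of 43 had 5.02e-11 there and 4.61e-11 against CIH 8W + Nor 4W. Against Nor 12W both had an adjusted p of 0.0744 with an estimated correlation, and the list of 43 had an adjusted p of 0.0487 with an estimated correlation against CIH 8W + Nor 4W. Over all probe sets, 2 genes of each list passed an adjusted p under 0.05 against Nor 12W and 0 of the 43 did against CIH 8W + Nor 4W. When adjusted over the list alone, 4 and 9 passed against Nor 12W and 5 of the 43 against CIH 8W + Nor 4W. At 8 weeks 7 of the 23 folding genes rose and 0 fell, with a median of 0.20 (adjusted p = 4.94e-05 from camera, and adjusted p = 0.571 with an estimated correlation). With limma 0 of them passed an adjusted p under 0.05 over all probe sets, and 6 did when adjusted over the list alone. Without the 5 arrays with a strong neuronal signal, a setting chosen after seeing the data, 3 of them rose. By contrast, the 16 targets of ATF4 and the integrated stress response showed no shift against Nor 12W, with 0 higher, 1 lower and an adjusted p of 0.753 from camera. Of the pathway genes that Supplementary Table S5 lists as up-regulated against CIH 8W + Nor 4W, 23 were measured, and 21 rose and 1 fell. That list was chosen by the study on these samples and is not independent evidence of its direction.

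**Figure D2:**
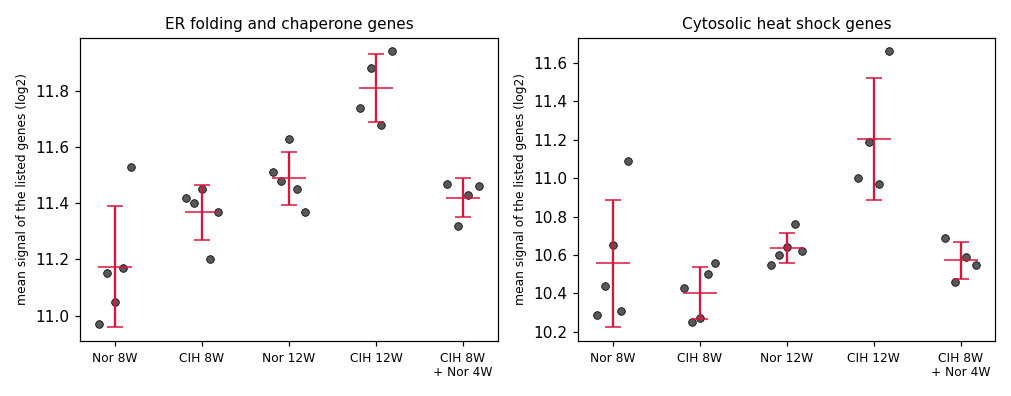
Mean log2 signal of the folding and chaperone genes of the endoplasmic reticulum (left) and of the cytosolic heat shock genes (right) on each array, by group. Points are arrays and the red bars are the mean and SD of a group. On the left the CIH 12W arrays lie between 11.68 and 11.94, above the Nor 12W arrays (11.37 to 11.63) and the CIH 8W + Nor 4W arrays (11.32 to 11.47).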

The genes involved in the pathway of protein processing in endoplasmic reticulum were enriched and clustered for further analysis (Figure 4G).

**FIGURE 4:**
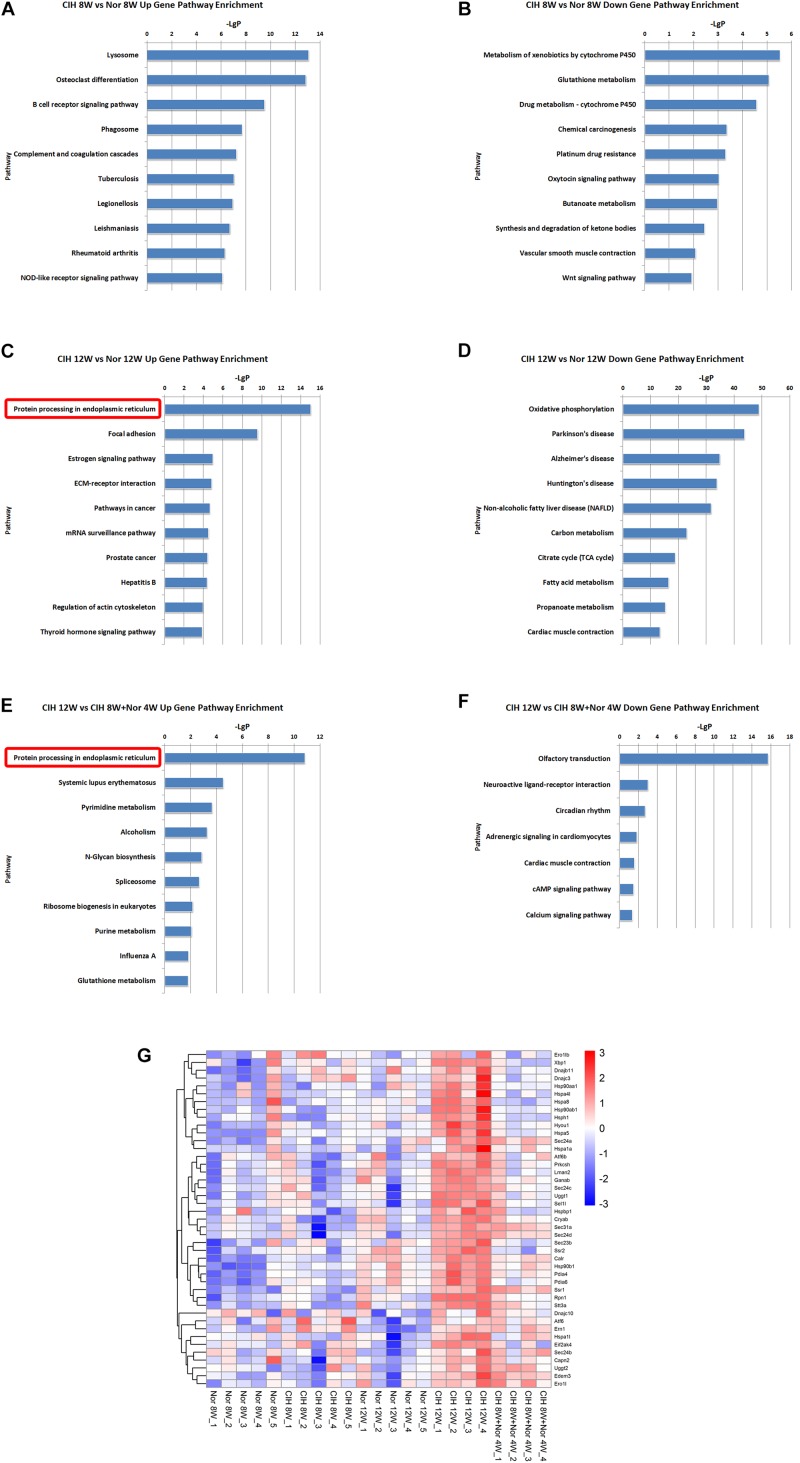
KEGG signaling pathway analysis of differentially expressed mRNA. KEGG signaling pathways of up-regulated **(A)** and down-regulated **(B)** mRNAs in the CIH 8W vs. Nor 8W comparison. KEGG signaling pathways of up-regulated **(C)** and down-regulated **(D)** mRNAs in the CIH 12W vs. Nor 12W comparison. KEGG signaling pathways of up-regulated **(E)** and down-regulated **(F)** mRNAs in the CIH 12W vs. CIH 8W + Nor 4W comparison. Only the top 10 KEGG signaling pathways are listed. **(G)** Heatmap showing the differentially expressed genes in the pathway of protein processing in endoplasmic reticulum.

### Functional Annotation of Differentially Expressed LncRNAs

To better understand the function of the lncRNAs identified in our dataset, we assessed two aspects of the identified lncRNAs: (1) KEGG annotation of their co-localized mRNAs; (2) KEGG annotation of their co-expressed mRNAs. The neighboring (20 kb upstream or downstream) protein-coding genes of the differentially expressed lncRNAs were selected as co-localized mRNAs. There were some pathways with significant differences in lncRNA co-localized mRNAs expression (Supplementary Table S6). The top 10 most significant up-regulated and down-regulated pathway terms are shown in Figure 5. 

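Supplementary Table S6 gives the genes of protein processing in endoplasmic reticulum that lie next to differentially expressed lncRNAs, and most of those measured did not pass the test themselves. For each CIH 12W comparison the table counts 8 such genes, while its entry holds 10 gene identifiers, and this mismatch was not resolved. Of the 10 genes measured among these identifiers for CIH 12W vs. Nor 12W, 3 rose and 0 fell. Xbp1, a transcription factor of the unfolded protein response, rose by 0.55 (standard error 0.17) and Ganab, a glucosidase that trims new glycoproteins, by 0.31. The third was Hspa5. Of the 9 measured for CIH 12W vs. CIH 8W + Nor 4W, 4 rose and 0 fell, among them Ganab by 0.27. The median log2 differences were 0.02 and 0.05. With limma, 0 of these genes passed an adjusted p under 0.05. These genes were chosen by the study on these samples, so their count is not independent evidence of a direction.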

The protein processing in endoplasmic reticulum was the overlapping pathway within the set of up-regulated lncRNA co-localized mRNAs in the CIH 12W vs. Nor 12W comparison and the CIH 12W vs. CIH 8W + Nor 4W comparison (Figures 5C,E). We compared the co-localized mRNAs of the differentially expressed lncRNAs with differentially expressed mRNAs and listed the overlapped mRNAs in Supplementary Table S7.

**FIGURE 5:**
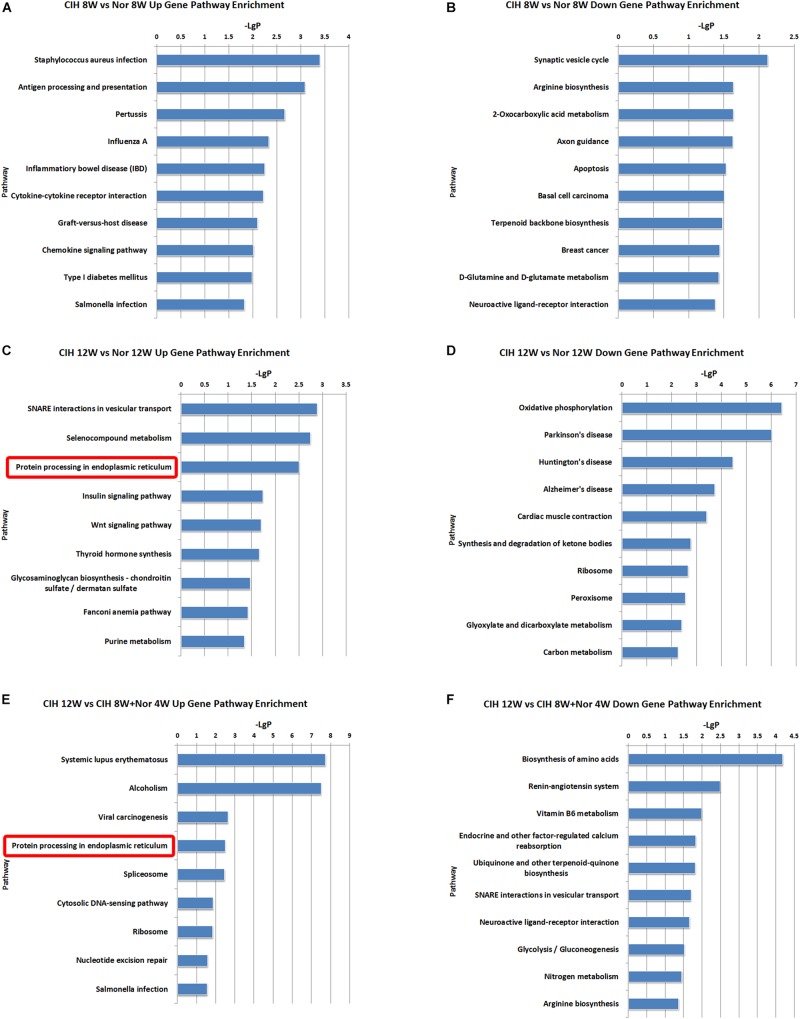
KEGG signaling pathway analysis of differentially expressed lncRNA co-localized mRNAs. KEGG signaling pathways of up-regulated **(A)** and down-regulated **(B)** lncRNA co-localized mRNAs in the CIH 8W vs. Nor 8W comparison. KEGG signaling pathways of up-regulated **(C)** and down-regulated **(D)** lncRNA co-localized mRNAs in the CIH 12W vs. Nor 12W comparison. KEGG signaling pathways of up-regulated **(E)** and down-regulated **(F)** lncRNA co-localized mRNAs in the CIH 12W vs. CIH 8W + Nor 4W comparison. Only the top 10 KEGG signaling pathways are listed.

We also identified some pathways with significant differences in lncRNA co-expressed mRNAs expression (Supplementary Table S8). The top 10 most significant up-regulated and down-regulated pathway terms were shown in Figure 6. The protein processing in endoplasmic reticulum was the overlap pathway within the set of up-regulated lncRNA co-expressed mRNAs in CIH 12W vs. Nor 12W comparison group and CIH 12W vs. CIH 8W + Nor 4W comparison group (Figures 6C,E).

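Supplementary Table S8 lists the co-expressed genes of this pathway. It counts 17 for CIH 12W vs. Nor 12W and 18 for CIH 12W vs. CIH 8W + Nor 4W. Its entries hold 19 and 20 gene identifiers, which were used here, and this mismatch was not resolved. Of the 18 measured for CIH 12W vs. Nor 12W, 14 rose and 1 fell, with a median log2 difference of 0.33. Sec24d, a coat protein of vesicles that leave the endoplasmic reticulum, rose by 0.63 (standard error 0.20) and the HSP70-type gene Hspa1l by 0.37. For CIH 12W vs. CIH 8W + Nor 4W, 17 of 19 rose and 1 fell, with a median of 0.43. Xbp1 rose by 0.65 and the mannosidase gene Man1b1 by 0.32. Erlec1, a lectin of the degradation pathway, was the gene that fell, by 0.40 in the former comparison and by 0.46 in the latter. At an adjusted p under 0.05 from limma there was 1 gene against Nor 12W and 0 against CIH 8W + Nor 4W. The study picked these genes on these samples by their calls and correlations, so the counts are not independent evidence.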

**FIGURE 6:**
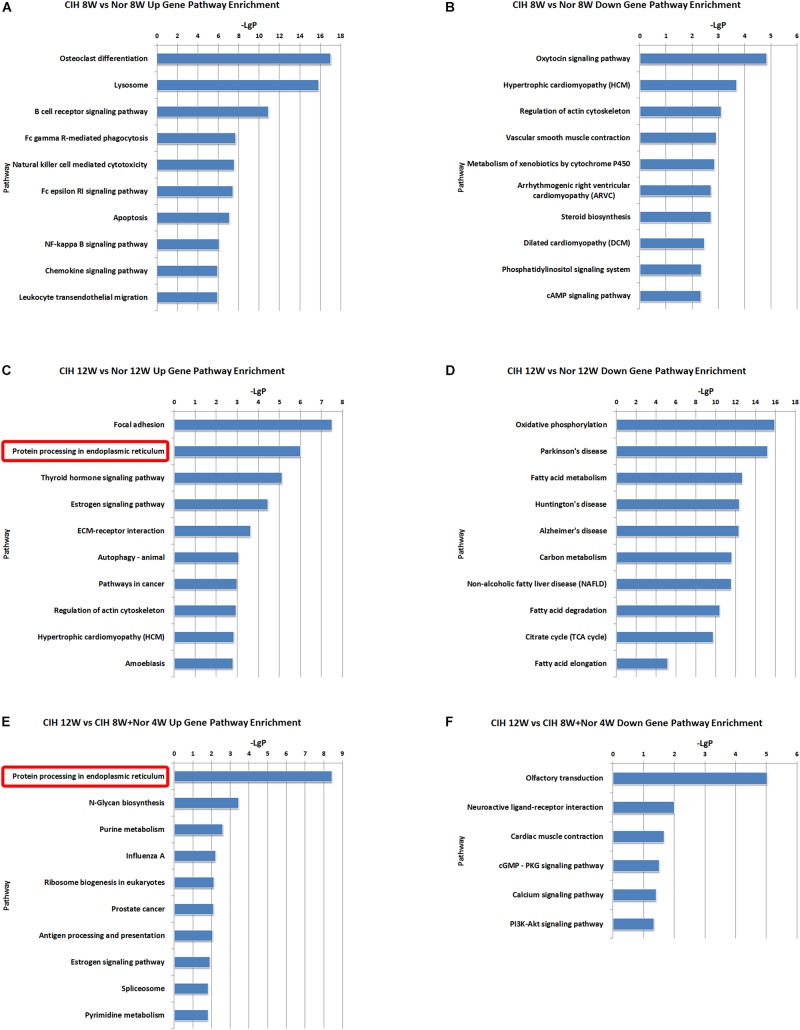
KEGG signaling pathway analysis of differentially expressed lncRNA co-expressed mRNAs. KEGG signaling pathways of up-regulated **(A)** and down-regulated **(B)** lncRNA co-expressed mRNAs in the CIH 8W vs. Nor 8W comparison. KEGG signaling pathways of up-regulated **(C)** and down-regulated **(D)** lncRNA co-expressed mRNAs in the CIH 12W vs. Nor 12W comparison. KEGG signaling pathways of up-regulated **(E)** and down-regulated **(F)** lncRNA co-expressed mRNAs in the CIH 12W vs. CIH 8W + Nor 4W comparison. Only the top 10 KEGG signaling pathways are listed.

We analyzed the relationship between differentially expressed mRNAs and lncRNAs, and listed mRNAs and lncRNAs with both co-localization and co-expression relationships in Table 2.

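Table 2 pairs neighboring mRNAs and lncRNAs. Il2rg, the common gamma chain of interleukin receptors, and the lncRNA NONMMUT073343 rose together in CIH 8W vs. Nor 8W, by 1.33 (standard error 0.54) and 0.73. In the paper's coordinates, whose genome build is not stated, Il2rg runs from 101264378 to 101268255 and the lncRNA from 101264111 to 101268294, so that the lncRNA spans the gene. Probes of the 2 can therefore cover the same stretch, and their sequences were not at hand. The signals of Il2rg and the lncRNA were correlated over the 10 arrays with Pearson's r of 0.982 (permutation p = 3e-05, adjusted 4.5e-05) and Spearman's rho of 0.915 (permutation p = 0.00057). Without the 2 arrays farthest from the median of Il2rg r was 0.965. Cdr1, which lies from 61183246 to 61185558, fell by 0.77 (standard error 0.37), and KnowTID_00007912, from 61187019 to 61189437, had a log2 difference of -0.34 and was not called. Here r was 0.970 (permutation p = 0.00016) and rho 0.879 (permutation p = 0.00172), and r without the 2 farthest arrays was 0.774. Over all 23 arrays Cdr1 and its lncRNA had r of 0.744 but rho of 0.276 (permutation p = 0.202), and r of 0.221 without 2 arrays, so that this relation rests on those arrays. Tubb1, a tubulin of platelets, fell by 1.91 in CIH 12W vs. Nor 12W. Of the 9 measured platelet genes, of which it is 1, 5 fell and 0 rose there, with a median log2 difference of -0.77 (adjusted p = 0.00246 from camera, and adjusted p = 0.465 with an estimated correlation), and with limma 0 passed an adjusted p under 0.05, over all probe sets or over the list alone. The 3 measured erythroid genes had a median of -0.74, and 0 were called. No probe set carries the name of its partner NONMMUT041650 alone, and their correlation was not computed. Single arrays moved these values and ended the calls: without Nor 8W replicate 3 the differences were 0.88 for Il2rg and -0.33 for Cdr1, without CIH 8W replicate 3 it was 0.49 for NONMMUT073343, and without Nor 12W replicate 5 it was -0.93 for Tubb1. Smaller moves ended the calls of Il2rg (without CIH 8W replicates 2 or 3), Cdr1 (without Nor 8W replicate 1 or CIH 8W replicates 2, 3 or 4) and Tubb1 (without Nor 12W replicate 3 or CIH 12W replicate 4) as well. The adjusted values of the correlations are over the 3 pairs computed.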

**TABLE 2:** The detailed information of mRNAs and lncRNAs with both co-localization and co-expression relationships.

	**mRNA_ name**	**mRNA fold change**	**mRNA_ chr**	**mRNA_ start**	**mRNA_ end**	**lncRNA_ name**	**lncRNA fold change**	**lncRNA_ chr**	**lncRNA_ start**	**lncRNA_ end**	**Relation**	***p*-value**	**Regulation**
CIH 8W vs. Nor 8W	Cdr1	−1.459	chrX	61183246	61185558	KnowTID_00007912	−1.184	chrX	61187019	61189437	0.98	6.601E-07	Positive
	Il2rg	1.609	chrX	101264378	101268255	NONMMUT073343	1.384	chrX	101264111	101268294	0.982	4.674E-07	Positive
	Prg4	2.14	chr1	150449412	150466165	NONMMUT003096	1.796	chr1	150453960	150456397	0.983	3.45E-07	Positive
CIH 12W vs. Nor 12W	Tubb1	−2.114	chr2	174450595	174458380	NONMMUT041650	−2.585	chr2	174458492	174459356	0.997	3.404E-09	Positive

### Construction of the mRNA-LncRNA Co-expression Network

We then constructed the mRNA-lncRNA co-expression network based on the microarray results. 

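Correlations were computed over all 23 arrays between 4846 protein-coding and 2380 named non-coding probe sets called in at least 1 of the 3 comparisons. At r of at least 0.9 there were 5015 pairs, which joined 759 protein-coding and 353 non-coding probe sets. With negative correlations of the same size the number was 5205. The mitochondrial gene Cox8b of brown adipocytes had 2 non-coding partners at this level, as had Cox7a1, and Cidea had 1. Among the probe sets entered, the highest r of each of the 3 was with the pseudogene Gm5421, at 0.943, 0.946 and 0.930. Gm13910, which the gene reference lists under another name, was not among those entered. Ucp1 had 0 partners, and its highest r was 0.764, with Fabp3-ps1. Entering only probe sets with a moderated F p under 0.05 left 920 pairs, and r of at least 0.95 left 999. The pairs are correlated over the same arrays and the genes are not independent replicates.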

A total 380 lncRNAs and 508 mRNAs containing 3238 relationships were selected to generate a network map (Figure 7A). We identified three core mRNA-lncRNA regulation sub-networks during the process of atherosclerosis exposure to CIH. These sub-networks suggested a complex regulatory relationship between lncRNAs and mRNAs. One lncRNA could regulate multiple mRNAs in different ways, while one mRNA could be regulated by multiple lncRNAs. One sub-network containing 22 lncRNAs and 55 mRNAs is presented in detail in Figure 7B. 

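Cox8b, Cox7a1 and Cidea, genes of mitochondria and lipid droplets in brown adipocytes, rose and fell across the arrays with the pseudogenes Gm12251, Gm5421 and Gm13910. Over the 23 arrays the 9 pairs had Pearson's r from 0.892 (Cidea and Gm12251) to 0.951 (Cox8b and Gm13910) and Spearman's rho from 0.873 to 0.971, each with a permutation p of 1e-05, the smallest that the permutations can give, and an adjusted p of 1e-05 over the 9. Without the 2 arrays farthest from the median of the mRNA, r ran from 0.857 to 0.942, and between deviations from the group means it ran from 0.868 to 0.947. Gm13910 also differed between groups: in CIH 12W vs. Nor 12W it fell by 1.87 (standard error 0.41, adjusted p = 0.0323 from limma), Gm5421 by 1.31 (adjusted p = 0.168) and Gm12251 by 0.79 (adjusted p = 0.0871). Against CIH 8W + Nor 4W their log2 differences were -0.54, -0.17 and -0.06, and none was called. Of the pseudogenes, Gm13910 and Gm12251 also followed their parent genes: r was 0.991 for Gm13910 with Hadhb and 0.954 for Gm12251 with Ndufs3, both of which are mitochondrial. The lncRNA KnowTID_00004506 has no probe set with that name alone, and its correlations were not computed.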

From the sub-network we found that cytochrome c oxidase subunit 8B (Cox8b), cytochrome c oxidase subunit 7A1 (Cox7a1) and cell death inducing DFFA like effector a (Cidea) were intimately related with lncRNAs Gm12251, Gm5421, Gm13910, and KnowTID_00004506. These mRNAs and lncRNAs were enriched and clustered for further analysis (Figure 7C).

**FIGURE 7:**
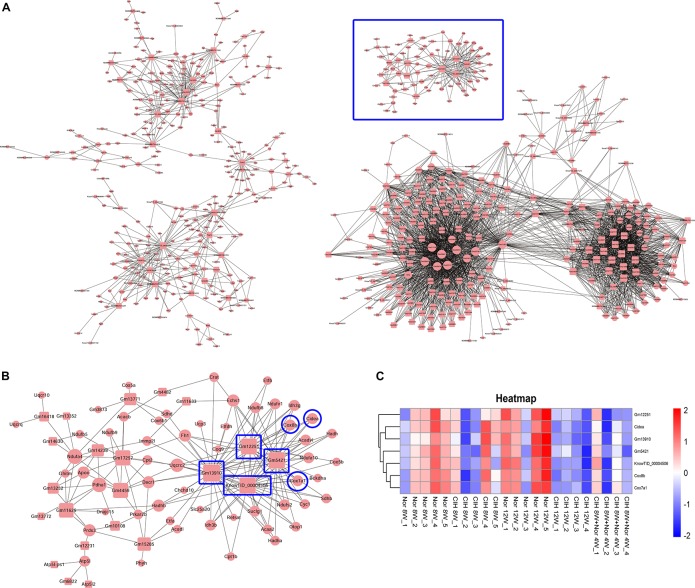
Construction of the mRNA-lncRNA co-expression network. The network represents co-expression correlations between mRNAs and lncRNAs. In the network, circles represent mRNAs and squares represent lncRNAs. Black lines indicate co-expression regulation. The size of circle represents the number of genes in the network that interact with the mRNA, and the size of square represents the number of genes in the network that interact with the lncRNA. **(A)** A total 380 lncRNAs and 508 mRNAs containing 3238 relationships were selected to generate a total network map. **(B)** One sub-network from the blue frame in **(A)** is presented in detail. **(C)** Heatmap showing the differentially expressed mRNAs and lncRNAs from the blue frame in **(B)**.

## Discussion

Obstructive sleep apnea causes multiple physiological perturbations, among which CIH, long-term exposure to repeated episodes of hypoxia followed by reoxygenation is considered a prominent feature of OSA pathophysiology (Song et al., 2015). In patients with severe OSA, these repeated episodes of hypoxia and reoxygenation can last for many years with hemoglobin desaturation to a level as low as 50% (Fletcher et al., 1989; Flemons, 2002). In our study, we found that long-term CIH exposure aggravated atherosclerosis in ApoE^–/–^ mice fed a high-fat diet, and CIH followed by normoxia exposure significantly reduced atherosclerosis in ApoE^–/–^ mice compared with mice consistently exposed to long-term CIH exposure (Supplementary Figure S1). These results are consistent with previous studies. Savransky et al. (2007) found that C57BL/6J mice exposed to both high-cholesterol diet (HCD) and CIH developed atherosclerotic lesions in the aortic origin and descending aorta, although mice exposed to CIH alone did not develop atherosclerotic lesions. CIH accelerated atherosclerotic plaque growth in ApoE^–/–^ mice fed a high-cholesterol diet (Jun et al., 2010; Drager et al., 2013). Arnaud et al. (2011) fed ApoE^–/–^ mice a standard-chow diet and exposed them to CIH for 14 days; the authors found that CIH aggravated atherosclerosis more severely in 20-week-old mice compared with 15-week-old mice. Together these studies demonstrated that CIH facilitate atherosclerosis or promote the progression of preexisting atherosclerosis.

Microarray technology enables quick and efficient exploration and identification of expression differences in various biological conditions. In this study, we investigated the mRNAs and lncRNAs in atherosclerotic vascular tissue to explore the molecular mechanisms underlying CIH aggravating atherosclerosis. We found that the number of significantly up-regulated genes was high in mice exposed to CIH for 8 weeks, while the number of significantly up-regulated genes was low in mice exposed to CIH for 12 weeks (Figure 1A). This observation suggests that long-term CIH exposure can have a negative impact on the transcriptome and may lead to a decline in function in the atherosclerotic vascular tissue. To the best of our knowledge, this is the first study to investigate the potential role of differentially expressed mRNAs and lncRNAs in atherosclerotic vascular tissue of CIH exposure mice, and provide important clues to the mechanisms underlying OSA/CIH aggravates atherosclerosis in humans.

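The circadian repressor genes Nr1d1 and Nr1d2 had the lowest signals of all groups in CIH 12W and the highest in CIH 8W + Nor 4W. Nr1d1 was at 7.19 ± 1.75 (SD, n = 4) in CIH 12W and 13.03 ± 0.29 (SD, n = 4) in CIH 8W + Nor 4W, and fell by 5.85 on the log2 scale (standard error 0.90, adjusted p = 0.0291 from limma). Nr1d2 was at 9.31 ± 1.56 (SD, n = 4) and 13.11 ± 0.25 (SD, n = 4), and fell by 3.80 (standard error 0.66, adjusted p = 0.0601). All 4 CIH 12W arrays lay below all 4 CIH 8W + Nor 4W arrays for both genes.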

In this study, we found that Nr1d1 and Nr1d2 mRNAs were down-regulated in CIH 12W group compared with CIH 8W + Nor 4W group (Table 1). NR1D1 (REV-ERBα) and NR1D2 (REV-ERBβ) are members of the nuclear receptor (NR) superfamily and play important roles in the regulation of circadian rhythm, metabolism and immune function (Kojetin and Burris, 2014). Previous research have shown that hematopoietic knock down of NR1D1 increases atherosclerosis in LDL receptor knockout mice (Ma et al., 2013). SR9009, the synthetic REV-ERB agonist, reduced atherosclerotic plaque size in LDL receptor knockout mice (Sitaula et al., 2015). These researches demonstrated that REV-ERB (including NR1D1 and NR1D2) played an important role in atherosclerosis. 

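Genes of the circadian clock moved in opposite directions in CIH 12W by their phase. Of 10 measured clock genes that peak with Nr1d1, with Nr1d1 and Nr1d2 among them, 8 fell and 0 rose in CIH 12W vs. CIH 8W + Nor 4W, with a median log2 difference of -1.49. The output gene Dbp fell by 4.24 (adjusted p = 0.0669 from limma), Bhlhe41 by 1.67, the period gene Per3 by 1.80 and Tef by 1.31. All 5 measured genes that peak with Arntl rose, with a median of 1.95. Arntl, which encodes the clock activator BMAL1, rose by 3.20 (standard error 0.75), its relative Npas2 by 2.36, Cry1 by 1.95 and Nfil3 by 1.22. The 2 lists had adjusted p-values of 5.24e-14 and 4.61e-11 from camera, and adjusted p-values of 0.0222 and 0.0189 with an estimated correlation. Over all probe sets 1 gene (Nr1d1) and 0 genes passed an adjusted p under 0.05, and when adjusted over the list alone 8 and 5 did. Against Nor 12W, Nr1d1 fell by 4.13 (standard error 0.85, adjusted p = 0.0222) and Nr1d2 by 2.67 (adjusted p = 0.0465). Of the genes that peak with Nr1d1, 4 fell and 1 rose in this comparison (adjusted p = 0.0209 from camera, and adjusted p = 0.624 with an estimated correlation), with 2 lower at an adjusted p under 0.05 (Nr1d1 and Nr1d2) and, adjusted over the list alone, 4 lower and 1 higher. Cry1 rose by 1.91 (adjusted p = 0.0107). In CIH 8W + Nor 4W vs. Nor 12W, a comparison that the paper does not report, 6 of the 10 rose and 0 fell, with a median of 1.02 (adjusted p = 3.13e-07 from camera, and adjusted p = 0.235 with an estimated correlation). With limma 0 passed an adjusted p under 0.05 and 5 passed when adjusted over the list alone. The levels of these genes depend on the hour of the day, and the paper's text gives the day on which the tissue was taken but not the hour.

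**Figure D3:**
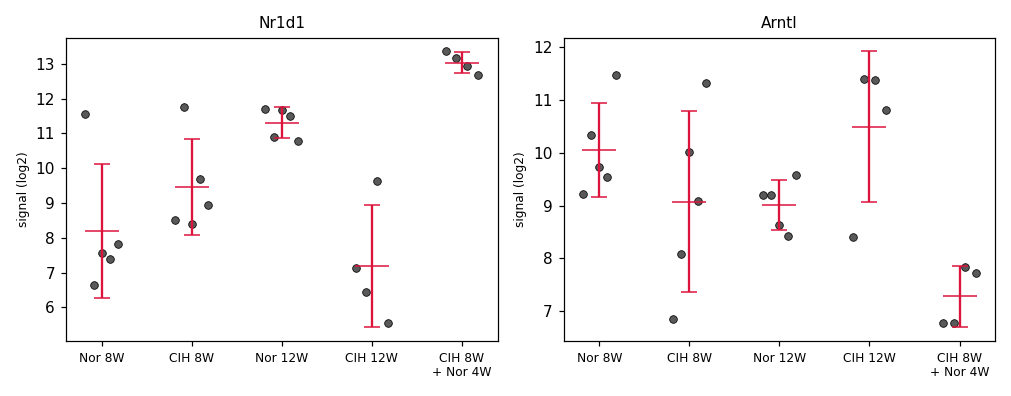
Log2 signal of Nr1d1 (left) and Arntl (right) on each array, by group. Points are arrays and the red bars are the mean and SD of a group. In CIH 12W and CIH 8W + Nor 4W the genes are reversed, with Arntl at 10.49 ± 1.42 (SD, n = 4) and 7.29 ± 0.58 (SD, n = 4).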

Our results show that long-term CIH exposure resulted in decreased Rev-erb mRNA expression (Table 1) and increased atherosclerosis (Supplementary Figure S1), indicating that REV-ERB is likely to play an important role in CIH-aggravated atherosclerosis. Both mRNA Prg4 and lncRNA NONMMUT003096were up-regulated in CIH 8W group compared with Nor 8W (Table 2). 

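Prg4, which encodes the secreted glycoprotein lubricin, had a signal of 13.82 ± 1.21 (SD, n = 5) in CIH 8W and 11.63 ± 2.08 (SD, n = 5) in Nor 8W. It rose by 2.18 (standard error 0.73, adjusted p = 0.696 from limma). NONMMUT003096 rose by 1.96 (standard error 0.67, adjusted p = 0.696). Nor 8W replicate 3, an array with a strong neuronal signal, had the lowest signal of Nor 8W for both, and without it the differences were 1.34 and 1.17. Without all 5 such arrays, a setting chosen after seeing the data, they were 1.30 and 1.03, and neither was called.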

Previous research show the Prg4 expression was increased in murine initial atherosclerotic lesions, and deletion of Prg4 in macrophage had effect on both cellular cholesterol metabolism and inflammation *in vitro* (Nahon et al., 2018). Our results demonstrate that Prg4 and NONMMUT003096 had both co-localization and co-expression relationships. 

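Prg4 and NONMMUT003096 followed each other closely within and between the groups. Over the 10 arrays of CIH 8W and Nor 8W, Pearson's r was 0.982 (permutation p = 2e-05) and Spearman's rho 0.976 (permutation p = 2e-05). Without the 2 arrays farthest from the median of Prg4 r was 0.956, and between deviations from the group means it was 0.972. Over all 23 arrays r was 0.964 and rho 0.934, each with a permutation p of 1e-05, the smallest that the permutations can give. The paper places Prg4 from 150449412 to 150466165 and NONMMUT003096 from 150453960 to 150456397, which lies within the span of the gene, on a genome build that is not stated. Probes of the lncRNA and of Prg4 can therefore cover the same stretch, and the files do not give their sequences.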

The function of NONMMUT003096 is not clear. The previous sequencing data showed that NONMMUT003096 was high expressed in the heart, and expressed in the spleen and lung, but not expressed in the thymus, liver, and hippocampus (Keane et al., 2011). Thus, Prg4 and NONMMUT003096 might have effect on macrophage function in CIH-aggravated atherosclerosis.

Long-term CIH exposure induced up-regulated mRNAs, lncRNA co-localized mRNAs and lncRNA co-expressed mRNAs were all enriched in the pathway of protein processing in endoplasmic reticulum (Figures 4–6). 

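The chaperone genes Hspa5, Hspa8, Hsp90aa1 and Hsp90b1 of the HSP70 and HSP90 families rose in CIH 12W against both Nor 12W and CIH 8W + Nor 4W. Hspa5, the HSP70-type chaperone of the endoplasmic reticulum also known as GRP78, had a signal of 14.63 ± 0.39 (SD, n = 4) in CIH 12W, 13.67 ± 0.01 (SD, n = 5) in Nor 12W and 13.61 ± 0.14 (SD, n = 4) in CIH 8W + Nor 4W. It rose by 0.96 (standard error 0.24, adjusted p = 0.062 from limma) and by 1.02 (standard error 0.25, adjusted p = 0.253). Hspa8, the constitutive HSP70 of the cytosol, rose by 0.23 (adjusted p = 0.234) and 0.36 (adjusted p = 0.244). It has 4 probe sets, of which the brightest is given, near the upper end of the signal range. Hsp90aa1, the inducible cytosolic HSP90, rose by 0.47 (adjusted p = 0.24) and 0.53 (adjusted p = 0.514), and Hsp90b1 rose by 0.29 (adjusted p = 0.389) and 0.33 (adjusted p = 0.666). Hsp90ab1 has no probe set that carries its name alone.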

Many of the genes involved in this pathway are ultimately transcribed and translated into heat shock proteins (HSPs) such as HSP90, HSPa8, HSPa5 (Figure 4G). HSPs are evolutionarily conserved and found in most prokaryotes and eukaryotes (Jaattela, 1999). HSPs are induced by physiological and environmental insults such as heat stress, nutritional deficiencies, hypoxia, chemical toxicity, or other types of stress (Chatterjee and Burns, 2017). The main role of HSPs is to act as molecular chaperones that prevent protein misfolding and aggregation by facilitating protein folding and maintaining proper three-dimensional protein structure (Beere, 2004). HSPs not only maintain protein homeostasis, but also maintain cellular homeostasis through their anti-apoptotic effects (Hua et al., 2017). Previous research demonstrated that serum HSP70 (HSPA8) was significantly increased in OSA patients compared with control subjects (Hayashi et al., 2006). Gene expression analysis showed HSP70 was up-regulated in rat gastric epithelial cells under hypoxia-reoxygenation stimulation (Katada et al., 2004). Hypoxia, especially intermittent hypoxia, could induce GRP78 (HSPA5) high expression in aortic arch (Yang et al., 2013). The effects of HSPs on the development of atherosclerosis have been demonstrated in some studies. The inhibitors of HSP90 suppressed the migration of vascular smooth muscle cells and attenuated the formation of atherosclerotic plaques (Kim et al., 2014). HSP70 overexpression increased lipid accumulation in the arteries and promoted the formation of atherosclerotic lesions in ApoE-deficient mice (Zhao et al., 2018). Here we demonstrated that long-term CIH exposure leads to increased expression of HSPs. 

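Of the 21 measured genes of the cytosolic heat shock response, 13 rose and 0 fell in CIH 12W vs. Nor 12W, with a median log2 difference of 0.40. Hspb1, a small heat shock protein, was at 13.51 ± 0.26 (SD, n = 4) in CIH 12W and 11.76 ± 0.38 (SD, n = 5) in Nor 12W, a difference of 1.75 (adjusted p = 0.0146 from limma). The inducible HSP70 gene Hspa1a rose by 1.75 (standard error 0.45, adjusted p = 0.0734), Hsph1 by 1.52, Stip1 by 1.09 (adjusted p = 0.0251), Hspa4l by 0.75 and Ahsa1 by 0.60 (adjusted p = 0.024). The list had an adjusted p of 2.39e-15 from camera, and an adjusted p of 0.0744 with an estimated correlation. Over all probe sets 3 of its genes passed an adjusted p under 0.05, and 13 did when adjusted over the list alone. At 8 weeks 0 of the 21 genes rose and 1 fell, with a median of -0.08 (adjusted p = 0.0248 from camera, and adjusted p = 0.725 with an estimated correlation), and 0 passed an adjusted p under 0.05 in limma. Nor 8W replicate 5 had the highest mean over the list in its group, 11.09 against 10.29 to 10.65. The difference between the effects of CIH at 12 and at 8 weeks had a median of 0.54 over the list, and of 0.44 without that array. CIH 12W replicate 4 had the highest mean over the list in its group, 11.66 against 10.97 to 11.19. Without it the median of that difference was 0.42. Of the folding genes of the endoplasmic reticulum, 7 of 23 rose and 0 fell at 8 weeks, with a median of 0.20 (adjusted p = 4.94e-05 from camera, and adjusted p = 0.571 with an estimated correlation). From the higher expression after long exposure and the part that these chaperones play in the homeostasis of proteins and cells, the paper proposes a role for heat shock proteins in the atherosclerosis that CIH aggravates.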

Because HSPs are essential for the homeostasis of proteins and cells, they are likely to play important roles in CIH-aggravated atherosclerosis.

Brown adipose tissue (BAT) plays an important role in inhibiting atherosclerosis. From the lncRNA-mRNA co-expression sub-network (Figure 7B), we found that Cox8b, Cox7a1 and Cidea were co-expressed with multiple lncRNAs, forming a complex network. Our results demonstrated that CIH leads to a decreased expression of brown adipocyte-selective genes Ucp1 (Table 1), Cox8b, Cox7a1 and Cidea (Figure 7C). 

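Of 18 measured brown adipocyte genes, 10 fell and 0 rose in CIH 12W compared with Nor 12W, with a median log2 difference of -1.07. Cox8b was at 5.78 ± 0.39 (SD, n = 4) in CIH 12W and 8.18 ± 1.01 (SD, n = 5) in Nor 12W and fell by 2.40 (standard error 0.63, adjusted p = 0.0777 from limma). Cox7a1, the muscle and brown fat form of another cytochrome c oxidase subunit, fell by 3.08 (standard error 0.85, adjusted p = 0.0968), and Ucp1 fell by 3.82 (standard error 1.28, adjusted p = 0.208). Cidea, a lipid droplet protein, fell by 2.53 (standard error 0.72, adjusted p = 0.114). Plin5 and Otop1 fell by 0.76 and 1.54. The list had an adjusted p of 4.45e-05 from camera, and an adjusted p of 0.446 with an estimated correlation. With limma 0 of its genes passed an adjusted p under 0.05 over all probe sets, and 9 did when adjusted over the list alone. Against CIH 8W + Nor 4W, Ucp1 was the 1 gene of the 18 that fell, by 3.80 (standard error 1.35, adjusted p = 0.563). Cox8b, Cox7a1 and Cidea had differences of -0.76, -0.98 and -0.60 there and were not called, and the list had a median of -0.44 (adjusted p = 0.025 from camera, and adjusted p = 0.867 with an estimated correlation). At 8 weeks 0 of the 18 genes were called in either direction, with a median of -0.13.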

CIEDA were significantly down-regulated in atherosclerotic plaques of atherosclerotic patients compared with that in arteries of healthy control (Sulkava et al., 2017). UCP1 in BAT was significantly decreased after exposed to intermittent hypoxia (Fiori et al., 2014). Perivascular adipose tissue (PVAT), which is defined as adipose tissue surrounding the blood vessels, is similar to classical BAT in rodents (Chang et al., 2012). Previous research has demonstrated that impaired PVAT is sufficient to drive increased atherosclerosis (Xiong et al., 2018). BAT activation enhances energy expenditure and decreases plasma triglyceride and cholesterol levels, subsequently protecting against atherosclerosis development (Berbee et al., 2015). Severe brown fat lipoatrophy aggravates the development of atherosclerosis, characterized by increased lipid depots, increases lesion size, and increases the inflammatory response (Gomez-Hernandez et al., 2016). 

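Markers of adipocytes of either type, and the mitochondrial genes that brown fat holds in large amounts, were lower in CIH 12W vs. Nor 12W, as the brown adipocyte genes were. Of 17 adipocyte genes, 12 fell and 0 rose, with a median log2 difference of -1.07. Gpd1, the glycerol phosphate dehydrogenase of lipid synthesis, fell by 2.62 (standard error 0.76), the glycerol channel gene Aqp7 by 1.64, and the adipocyte regulator gene Pparg and the acyltransferase gene Agpat2, which fell by 1.21, were lower as well. Of 71 genes of oxidative phosphorylation, 62 fell and 0 rose, with a median of -0.43, among them Cox6b1 by 0.96 (adjusted p = 0.0161 from limma), Ndufa1 by 0.57 and Cox4i1 by 0.41. Of 30 genes of the citrate cycle and fatty acid oxidation, 28 fell and 0 rose, with a median of -0.89, among them the thiolase gene Acaa2 by 2.14 (adjusted p = 0.024) and the carnitine transferase gene Cpt2 by 1.41. The adjusted p-values were 4.67e-06, 1.01e-33 and 3.81e-23 from camera, and adjusted p-values of 0.384, 0.132 and 0.143 were found with an estimated correlation. Over all probe sets 0, 10 and 8 genes passed an adjusted p under 0.05, and 10, 61 and 28 did when adjusted over the list alone. In CIH 12W vs. CIH 8W + Nor 4W, 1 of the adipocyte genes rose and 0 fell (median -0.31), and 0 of the 71 genes of oxidative phosphorylation were called (median -0.02, and 0.02 after median centring). Over the adipocyte genes the group mean was highest in Nor 12W, at 10.59, with 9.62 in CIH 12W and 9.80 to 9.99 in the other groups. Over oxidative phosphorylation it was also highest in Nor 12W, at 10.06, with 9.61 in CIH 12W and 9.65 to 9.81 in the others. Nor 12W replicate 5 had the highest mean over the adipocyte genes, 11.84 against 10.13 to 10.44 on the other Nor 12W arrays. The aortas were not described as cleared of the surrounding fat in the paper's text.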

Our results indicated that CIH resulted in decreased browning of PVAT. The decreased browning of PVAT is likely to play an important function in CIH-aggravated atherosclerosis. Our results demonstrated that Cox8b, Cox7a1 and Cidea were intimately related with lncRNAs Gm12251, Gm5421, Gm13910, and KnowTID_00004506 (Figure 7B). The effects of these lncRNAs are not clear. Gm12251 is NADH dehydrogenase (ubiquinone) Fe-S protein 3 pseudogene. Gm5421 is mitochondrial aconitase 2 pseudogene. Gm13910 is hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit beta pseudogene. These pseudogenes may have effects on regulating parent genes. The previous sequencing data showed that KnowTID_00004506 was not expressed in the heart, spleen, lung, liver, and hippocampus (Keane et al., 2011). As CIH decreased browning of PVAT, these co-expressed lncRNAs (Gm12251, Gm5421, Gm13910, and KnowTID_00004506) may play an important role in CIH aggravating atherosclerosis by regulating expression of Cox8b, Cox7a1, or Cidea. Further studies are needed to validate our findings and to understand the molecular mechanisms of specific lncRNAs implicated in CIH aggravating atherosclerosis.

## Conclusion

Our study provided comprehensive analysis of the mRNA and lncRNA expression profiles in atherosclerotic aorta exposed to CIH. The integrated interpretation of differential mRNA and lncRNA expression reveals that long-term CIH induced the protein processing in endoplasmic reticulum pathway. HSPs and their functions in protein folding may play important roles in CIH aggravating atherosclerosis. We built a molecular interaction network with 380 lncRNAs, 508 mRNAs and 3238 relationships. To the best of our knowledge, this is the first study to investigate the potential role of differentially expressed mRNAs and lncRNAs in atherosclerotic vascular tissue of CIH exposure mice, and provide potential molecular candidates that might be important for future studies on the underlying mechanisms of CIH aggravating atherosclerosis.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI with the GEO accession code GSE145221.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Capital Medical University.

## Author Contributions

YQ and YW conceived and designed the experiments. CH and YY performed experiments. XJ and JL performed histopathology analysis. HY analyzed the formality. JZ and CH analyzed the data. JZ wrote the manuscript. All authors reviewed the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.geneontology.org

2 http://www.genome.jp/kegg/

## References

[B1] ArnaudC.PoulainL.LevyP.DematteisM. (2011). Inflammation contributes to the atherogenic role of intermittent hypoxia in apolipoprotein-E knock out mice. *Atherosclerosis* 219 425–431. 10.1016/j.atherosclerosis.2011.07.12221917260

[B2] BaguetJ. P.HammerL.LevyP.PierreH.LaunoisS.MallionJ. M. (2005). The severity of oxygen desaturation is predictive of carotid wall thickening and plaque occurrence. *Chest* 128 3407–3412. 10.1378/chest.128.5.340716304292

[B3] BeereH. M. (2004). “The stress of dying”: the role of heat shock proteins in the regulation of apoptosis. *J. Cell Sci.* 117 2641–2651. 10.1242/jcs.0128415169835

[B4] BerbeeJ. F.BoonM. R.KhedoeP. P.BarteltA.SchleinC.WorthmannA. (2015). Brown fat activation reduces hypercholesterolaemia and protects from atherosclerosis development. *Nat. Commun.* 6:6356.10.1038/ncomms7356PMC436653525754609

[B5] BradleyT. D.FlorasJ. S. (2009). Obstructive sleep apnoea and its cardiovascular consequences. *Lancet* 373 82–93. 10.1016/s0140-6736(08)61622-019101028

[B6] ChangL.VillacortaL.LiR.HamblinM.XuW.DouC. (2012). Loss of perivascular adipose tissue on peroxisome proliferator-activated receptor-gamma deletion in smooth muscle cells impairs intravascular thermoregulation and enhances atherosclerosis. *Circulation* 126 1067–1078. 10.1161/circulationaha.112.10448922855570PMC3493564

[B7] ChatterjeeS.BurnsT. F. (2017). Targeting heat shock proteins in cancer: a promising therapeutic approach. *Int. J. Mol. Sci.* 18:1978 10.3390/ijms18091978PMC561862728914774

[B8] DempseyJ. A.VeaseyS. C.MorganB. J.O’DonnellC. P. (2010). Pathophysiology of sleep apnea. *Physiol. Rev.* 90 47–112.2008607410.1152/physrev.00043.2008PMC3970937

[B9] DragerL. F.BortolottoL. A.FigueiredoA. C.KriegerE. M.LorenziG. F. (2007a). Effects of continuous positive airway pressure on early signs of atherosclerosis in obstructive sleep apnea. *Am. J. Respir. Crit. Care Med.* 176 706–712.1755671810.1164/rccm.200703-500OC

[B10] DragerL. F.BortolottoL. A.FigueiredoA. C.SilvaB. C.KriegerE. M.Lorenzi-FilhoG. (2007b). Obstructive sleep apnea, hypertension, and their interaction on arterial stiffness and heart remodeling. *Chest* 131 1379–1386. 10.1378/chest.06-270317494787

[B11] DragerL. F.BortolottoL. A.Maki-NunesC.TrombettaI. C.AlvesM. J.FragaR. F. (2010). The incremental role of obstructive sleep apnoea on markers of atherosclerosis in patients with metabolic syndrome. *Atherosclerosis* 208 490–495. 10.1016/j.atherosclerosis.2009.08.01619762024

[B12] DragerL. F.YaoQ.HernandezK. L.ShinM. K.Bevans-FontiS.GayJ. (2013). Chronic intermittent hypoxia induces atherosclerosis via activation of adipose angiopoietin-like 4. *Am. J. Respir. Crit. Care Med.* 188 240–248. 10.1164/rccm.201209-1688oc23328524PMC3778753

[B13] DuranJ.EsnaolaS.RubioR.IztuetaA. (2001). Obstructive sleep apnea-hypopnea and related clinical features in a population-based sample of subjects aged 30 to 70 yr. *Am. J. Respir. Crit. Care Med.* 163 685–689. 10.1164/ajrccm.163.3.200506511254524

[B14] FangG.SongD.YeX.MaoS. Z.LiuG.LiuS. F. (2012). Chronic intermittent hypoxia exposure induces atherosclerosis in ApoE knockout mice: role of NF-kappaB p50. *Am. J. Pathol.* 181 1530–1539. 10.1016/j.ajpath.2012.07.02422940439

[B15] FioriC. Z.MartinezD.BaronioD.da RosaD. P.KretzmannN. A.ForgiariniL. F. (2014). Downregulation of uncoupling protein-1 mRNA expression and hypoadiponectinemia in a mouse model of sleep apnea. *Sleep Breath.* 18 541–548. 10.1007/s11325-013-0916-224337908

[B16] FlemonsW. W. (2002). Clinical practice. Obstructive sleep apnea. *N. Engl. J. Med.* 347 498–504.1218140510.1056/NEJMcp012849

[B17] FletcherE. C.CostarangosC.MillerT. (1989). The rate of fall of arterial oxyhemoglobin saturation in obstructive sleep apnea. *Chest* 96 717–722. 10.1378/chest.96.4.7172791663

[B18] FruchartJ. C.NiermanM. C.StroesE. S.KasteleinJ. J.DuriezP. (2004). New risk factors for atherosclerosis and patient risk assessment. *Circulation* 109 III15–III19.1519896110.1161/01.CIR.0000131513.33892.5b

[B19] GamiA. S.OlsonE. J.ShenW. K.WrightR. S.BallmanK. V.HodgeD. O. (2013). Obstructive sleep apnea and the risk of sudden cardiac death: a longitudinal study of 10,701 adults. *J. Am. Coll. Cardiol.* 62 610–616.2377016610.1016/j.jacc.2013.04.080PMC3851022

[B20] Gomez-HernandezA.BeneitN.EscribanoO.Diaz-CastroverdeS.Garcia-GomezG.FernandezS. (2016). Severe brown fat lipoatrophy aggravates atherosclerotic process in male mice. *Endocrinology* 157 3517–3528. 10.1210/en.2016-114827414981

[B21] GrammatikakisI.PandaA. C.AbdelmohsenK.GorospeM. (2014). Long noncoding RNAs(lncRNAs) and the molecular hallmarks of aging. *Aging* 6 992–1009.2554366810.18632/aging.100710PMC4298369

[B22] GuttmanM.RinnJ. L. (2012). Modular regulatory principles of large non-coding RNAs. *Nature* 482 339–346. 10.1038/nature1088722337053PMC4197003

[B23] HayashiM.FujimotoK.UrushibataK.TakamizawaA.KinoshitaO.KuboK. (2006). Hypoxia-sensitive molecules may modulate the development of atherosclerosis in sleep apnoea syndrome. *Respirology* 11 24–31. 10.1111/j.1440-1843.2006.00780.x16423198

[B24] HeronM.HoyertD. L.MurphyS. L.XuJ.KochanekK. D.Tejada-VeraB. (2009). Deaths: final data for 2006. *Natl. Vital. Stat. Rep.* 57 1–134.19788058

[B25] HuaC.JuW. N.JinH.SunX.ZhaoG. (2017). Molecular chaperones and hypoxic-ischemic encephalopathy. *Neural Regen. Res.* 12 153–160.2825076310.4103/1673-5374.199008PMC5319223

[B26] HungT.WangY.LinM. F.KoegelA. K.KotakeY.GrantG. D. (2011). Extensive and coordinated transcription of noncoding RNAs within cell-cycle promoters. *Nat. Genet.* 43 621–629. 10.1038/ng.84821642992PMC3652667

[B27] JaattelaM. (1999). Heat shock proteins as cellular lifeguards. *Ann. Med.* 31 261–271. 10.3109/0785389990899588910480757

[B28] JianL.JianD.ChenQ.ZhangL. (2016). Long noncoding RNAs in atherosclerosis. *J. Atheroscler. Thromb.* 23 376–384.2669971510.5551/jat.33167

[B29] JunJ.ReinkeC.BedjaD.BerkowitzD.Bevans-FontiS.LiJ. (2010). Effect of intermittent hypoxia on atherosclerosis in apolipoprotein E-deficient mice. *Atherosclerosis* 209 381–386. 10.1016/j.atherosclerosis.2009.10.01719897196PMC2846209

[B30] KatadaK.NaitoY.ShimozawaM.MizushimaK.KurodaM.TakagiT. (2004). Gene expression analysis following hypoxia-reoxygenation in rat gastric epithelial cells using a high-density oligonucleotide array. *Redox Rep.* 9 337–342. 10.1179/13510000422500684915720829

[B31] KeaneT. M.GoodstadtL.DanecekP.WhiteM. A.WongK.YalcinB. (2011). Mouse genomic variation and its effect on phenotypes and gene regulation. *Nature* 477 289–294.2192191010.1038/nature10413PMC3276836

[B32] KhattakH. K.HayatF.PamboukianS. V.HahnH. S.SchwartzB. P.SteinP. K. (2018). Obstructive sleep apnea in heart failure: review of prevalence, treatment with continuous positive airway pressure, and prognosis. *Tex Heart Inst. J.* 45 151–161. 10.14503/thij-15-567830072851PMC6059510

[B33] KimJ.JangS. W.ParkE.OhM.ParkS.KoJ. (2014). The role of heat shock protein 90 in migration and proliferation of vascular smooth muscle cells in the development of atherosclerosis. *J. Mol. Cell Cardiol.* 72 157–167. 10.1016/j.yjmcc.2014.03.00824650873

[B34] KohlerM.StradlingJ. R. (2010). Mechanisms of vascular damage in obstructive sleep apnea. *Nat. Rev. Cardiol.* 7 677–685. 10.1038/nrcardio.2010.14521079639

[B35] KojetinD. J.BurrisT. P. (2014). REV-ERB and ROR nuclear receptors as drug targets. *Nat. Rev. Drug Discov.* 13 197–216. 10.1038/nrd410024577401PMC4865262

[B36] LavieP.HererP.HoffsteinV. (2000). Obstructive sleep apnoea syndrome as a risk factor for hypertension: population study. *BMJ* 320 479–482. 10.1136/bmj.320.7233.47910678860PMC27290

[B37] LevyP.KohlerM.McNicholasW. T.BarbeF.McEvoyR. D.SomersV. K. (2015). Obstructive sleep apnoea syndrome. *Nat. Rev. Dis. Primers* 1:15015.10.1038/nrdp.2015.1527188535

[B38] LiuY.ZhengL.WangQ.HuY. W. (2017). Emerging roles and mechanisms of long noncoding RNAs in atherosclerosis. *Int. J. Cardiol.* 228 570–582. 10.1016/j.ijcard.2016.11.18227875736

[B39] MaH.ZhongW.JiangY.FontaineC.LiS.FuJ. (2013). Increased atherosclerotic lesions in LDL receptor deficient mice with hematopoietic nuclear receptor Rev-erbalpha knock- down. *J. Am. Heart Assoc.* 2:e000235.10.1161/JAHA.113.000235PMC382879123963755

[B40] MaL.ZhangJ.LiuY. (2016). Roles and mechanisms of obstructive sleep apnea-hypopnea syndrome and chronic intermittent hypoxia in atherosclerosis: evidence and prospective. *Oxid. Med. Cell Longev.* 2016:82 15082.10.1155/2016/8215082PMC488486627293515

[B41] NahonJ. E.HoekstraM.HavikS. R.Van SantbrinkP. J.Dallinga-ThieG. M.KuivenhovenJ. A. (2018). Proteoglycan 4 regulates macrophage function without altering atherosclerotic lesion formation in a murine bone marrow-specific deletion model. *Atherosclerosis* 274 120–127. 10.1016/j.atherosclerosis.2018.05.00829772480

[B42] NeubauerJ. A. (2001). Invited review: physiological and pathophysiological responses to intermittent hypoxia. *J. Appl. Physiol.* 90 1593–1599. 10.1152/jappl.2001.90.4.159311247965

[B43] PanZ.LiL.FangQ.ZhangY.HuX.QianY. (2018). Analysis of dynamic molecular networks for pancreatic ductal adenocarcinoma progression. *Cancer Cell Int.* 18:214.10.1186/s12935-018-0718-5PMC630388230598639

[B44] PekerY.HednerJ.NorumJ.KraicziH.CarlsonJ. (2002). Increased incidence of cardiovascular disease in middle-aged men with obstructive sleep apnea: a 7-year follow-up. *Am. J. Respir. Crit. Care Med.* 166 159–165. 10.1164/rccm.210512412119227

[B45] RossiV. A.StradlingJ. R.KohlerM. (2013). Effects of obstructive sleep apnoea on heart rhythm. *Eur. Respir. J.* 41 1439–1451. 10.1183/09031936.0012841223258782

[B46] SavranskyV.NanayakkaraA.LiJ.BevansS.SmithP. L.RodriguezA. (2007). Chronic intermittent hypoxia induces atherosclerosis. *Am. J. Respir. Crit. Care Med.* 175 1290–1297.1733247910.1164/rccm.200612-1771OCPMC2176090

[B47] ShahN. A.YaggiH. K.ConcatoJ.MohseninV. (2010). Obstructive sleep apnea as a risk factor for coronary events or cardiovascular death. *Sleep Breath.* 14 131–136. 10.1007/s11325-009-0298-719777281

[B48] SitaulaS.BillonC.KameneckaT. M.SoltL. A.BurrisT. P. (2015). Suppression of atherosclerosis by synthetic REV-ERB agonist. *Biochem. Biophys. Res. Commun.* 460 566–571. 10.1016/j.bbrc.2015.03.07025800870PMC4855281

[B49] SongD.FangG.GreenbergH.LiuS. F. (2015). Chronic intermittent hypoxia exposure-induced atherosclerosis: a brief review. *Immunol. Res.* 63 121–130. 10.1007/s12026-015-8703-826407987

[B50] SongL.LangfelderP.HorvathS. (2012). Comparison of co-expression measures: mutual information, correlation, and model based indices. *BMC Bioinformatics* 13:328 10.1186/1471-2105-13-328PMC358694723217028

[B51] StuartJ. M.SegalE.KollerD.KimS. K. (2003). A gene-coexpression network for global discovery of conserved genetic modules. *Science* 302 249–255. 10.1126/science.108744712934013

[B52] SulkavaM.RaitoharjuE.LevulaM.SeppalaI.LyytikainenL. P.MennanderA. (2017). Differentially expressed genes and canonical pathway expression in human atherosclerotic plaques - Tampere Vascular Study. *Sci. Rep.* 7:41483.10.1038/srep41483PMC527024328128285

[B53] TabasI.Garcia-CardenaG.OwensG. K. (2015). Recent insights into the cellular biology of atherosclerosis. *J. Cell Biol.* 209 13–22. 10.1083/jcb.20141205225869663PMC4395483

[B54] XiongW.ZhaoX.VillacortaL.RomO.Garcia-BarrioM. T.GuoY. (2018). Brown adipocyte-specific PPARgamma (peroxisome proliferator-activated receptor gamma) deletion impairs perivascular adipose tissue development and enhances atherosclerosis in mice. *Arterioscler. Thromb. Vasc. Biol.* 38 1738–1747. 10.1161/atvbaha.118.31136729954752PMC6202167

[B55] YaggiH. K.ConcatoJ.KernanW. N.LichtmanJ. H.BrassL. M.MohseninV. (2005). Obstructive sleep apnea as a risk factor for stroke and death. *N. Engl. J. Med.* 353 2034–2041.1628217810.1056/NEJMoa043104

[B56] YangY. Y.ShangJ.LiuH. G. (2013). Role of endoplasmic reticular stress in aortic endothelial apoptosis induced by intermittent/persistent hypoxia. *Chin. Med. J.* 126 4517–4523.24286417

[B57] YoungT.PeppardP. E.GottliebD. J. (2002). Epidemiology of obstructive sleep apnea: a population health perspective. *Am. J. Respir. Crit. Care Med.* 165 1217–1239.1199187110.1164/rccm.2109080

[B58] ZhaoZ. W.ZhangM.ChenL. Y.GongD.XiaX. D.YuX. H. (2018). Heat shock protein 70 accelerates atherosclerosis by downregulating the expression of ABCA1 and ABCG1 through the JNK/Elk-1 pathway. *Biochim. Biophys. Acta Mol. Cell. Biol. Lipids* 1863 806–822. 10.1016/j.bbalip.2018.04.01129678642

[B59] ZhouT.DingJ. W.WangX. A.ZhengX. X. (2016). Long noncoding RNAs and atherosclerosis. *Atherosclerosis* 248 51–61.2698706610.1016/j.atherosclerosis.2016.02.025

# Supplementary material for: Potential Role of mRNAs and LncRNAs in Chronic Intermittent Hypoxia Exposure-Aggravated Atherosclerosis
**Source:** Front Genet. 2020 Apr 9;11:290. doi: 10.3389/fgene.2020.00290
**Supplement:** Supplementary file 1

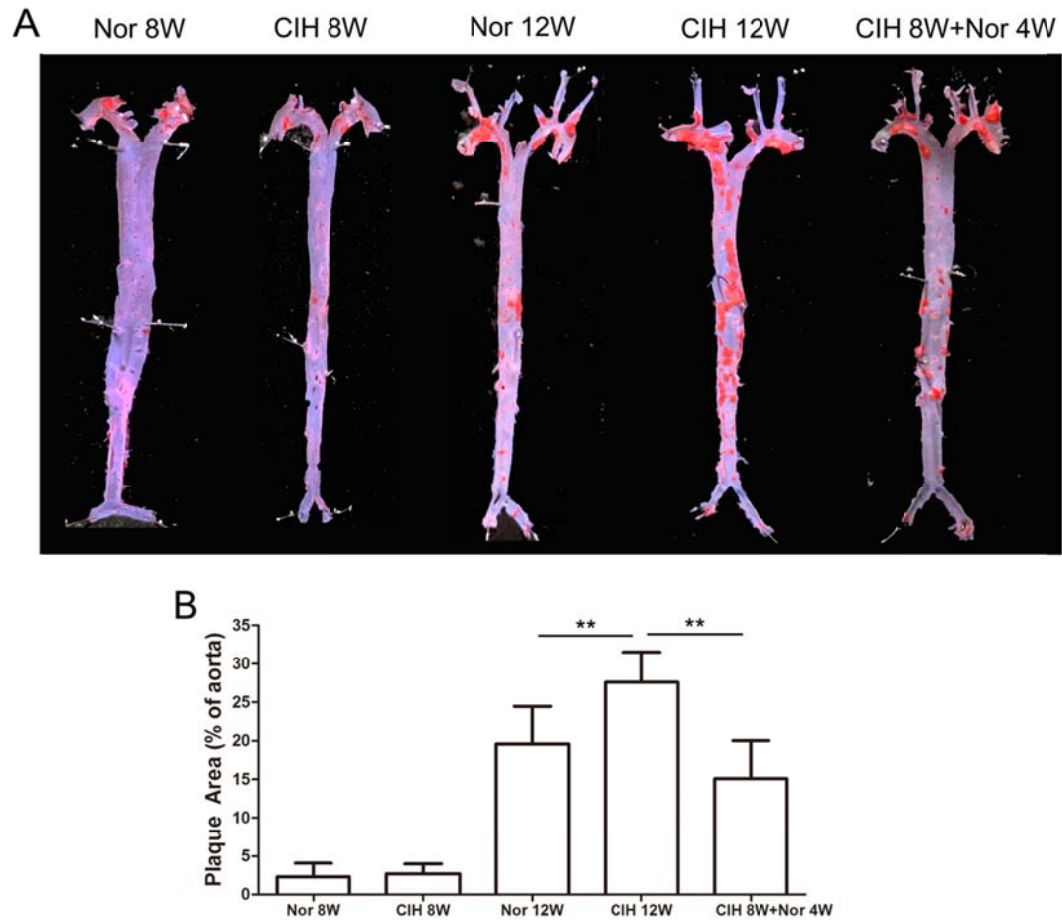

Supplementary Figure 1. CIH exposure aggravates atherosclerosis in ApoE-deficient mice. Plaque formation in mice fed a high-fat diet for 8 or 12 weeks was evaluated by Oil Red O staining. (A) Representative photographs are shown. (B) The plaque area was calculated as a percent of the aorta staining positive for Oil Red O. Nor 8W, ApoE-deficient mice in normoxia for 8 weeks; CIH 8W, ApoE-deficient mice in CIH for 8 weeks; Nor 12W, ApoE-deficient mice in normoxia for 12 weeks; CIH 12W, ApoE-deficient mice in CIH for 12 weeks; CIH 8W+Nor 4W, ApoE-deficient mice in CIH for 8 weeks followed by normoxia for 4 weeks. $n=6$ in each group. $**p<0.01$.

How the deposited data were processed for this re-analysis (not part of the article)

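Aortic RNA of ApoE-deficient mice on a high-fat diet was measured on 23 Clariom D mouse arrays in 5 groups: Nor 8W (n = 5), CIH 8W (n = 5), Nor 12W (n = 5), CIH 12W (n = 4) and CIH 8W + Nor 4W (n = 4). The paper gives the number of aortas per group and states no pooling. Each array was taken as 1 animal. No batch, hybridization date or hour of collection is given.

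The deposited table holds 1 log2 signal per probe set and array. The submitters' processing notes name Affymetrix Expression Console without a version, and the methods name the Transcriptome Analysis Console and limma. The values were used as deposited, with no further normalization. Of the 72688 probe sets, 6732 controls were left out (6546 normalization genes, 155 spike-ins, 23 sets of background probes, and 8 for hybridization and labelling), and 65956 were analysed. Of these, 30604 carry 1 gene symbol, 2146 several and 33206 none. Names of some lncRNAs were taken from the supplementary tables. For gene lists each gene was represented by its brightest probe set, which left 30142 genes.

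Signal over background was taken from the background probes of each array, at their 95th percentile. The deposited scale was compared with Supplementary Table S1: each of the 23 columns was closest to its own column of that table (r 0.794 to 0.966, against at most 0.528 for another column), and the log2 differences of the 3 comparisons had a spread 1.41 to 1.51 times that of the table. Log2 differences are therefore given on the deposited scale, on which a fold change over 1.1 admits smaller changes than on the scale of the table.

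A linear model with a mean for each group was fitted in limma 3.58.1 (R 4.3.3) with empirical Bayes moderation. The contrasts were CIH 8W vs. Nor 8W, CIH 12W vs. Nor 12W and CIH 12W vs. CIH 8W + Nor 4W, as in the paper, together with CIH 8W + Nor 4W vs. Nor 12W and the difference between the effects of CIH at 12 and 8 weeks. Standard errors and p-values of single genes are those of this model, and adjusted p-values are over all 65956 probe sets by the method of Benjamini and Hochberg. A probe set was called at an unadjusted p under 0.05 and a fold change over 1.1, the thresholds of the paper. Each comparison was also described by the probe sets whose groups do not overlap.

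In all, 37 gene lists were tested with camera at a preset correlation of 0.01, and again with the correlation estimated. The p-values were adjusted over the lists of a comparison. The lists were written after the paper's results on these samples had been read, and some hold genes that the paper names as changed. Beside each list the number of called genes is given, with the number that pass after adjustment over the list alone. Lists discussed are those of macrophages, cytokines, the lysosome, glutathione metabolism, immunoglobulin variable segments, folding and translocation in the endoplasmic reticulum, targets of ATF4, cytosolic heat shock, the 2 clock lists, adipocytes of both kinds, oxidative phosphorylation, the citrate cycle with fatty acid oxidation, fatty acid synthesis, smooth muscle contraction, endothelium, proliferation, immediate early genes, extracellular matrix, hypoxia-inducible factor targets, major urinary proteins, sympathetic neurons, cardiomyocytes, platelets and erythroid cells.

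Genes are named in the text by this rule: those the paper names for a comparison, up to 4 members of each discussed list with the smallest p, and the 5 higher and 5 lower genes with the smallest p among probe sets of 1 symbol whose groups do not overlap. Values in the paper's tables had been seen when the rule was written. Genes named outside it are marked.

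Correlations of mRNAs and lncRNAs were computed as Pearson's r and Spearman's rho with p-values from 1e+05 permutations of the arrays, over the arrays of the comparison for Table 2 and over all 23 arrays for the sub-network. They were repeated without the 2 arrays farthest from the median of the mRNA and between deviations from the group means. The network was built from the called protein-coding and named non-coding probe sets at r of at least 0.9.

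The fit was tested on simulated data in which 50 probe sets per size were given a known change. Of those with a log2 change of 0.25, 66% were called in CIH 8W vs. Nor 8W and in CIH 12W vs. Nor 12W and 60% in CIH 12W vs. CIH 8W + Nor 4W, and for a change of 1 the shares were 98%, 96% and 98%. Of the unchanged probe sets 4.36 to 4.63% were called. The noise of each simulated probe set was drawn independently. These shares therefore do not allow for probe sets that vary together between arrays.

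Alternatives were a fit of the 2 groups alone, median centring, quantile normalization, removal of dim probe sets, trended and robust moderation, array weights, a moderated F-test, a fold change over 1.5, the replicate number as a block, each array left out in turn, an estimated correlation, the mean of all probe sets of a gene, and other choices for the correlations and the network. After the data had been seen, 3 were added: the scale of Supplementary Table S1, the 5 arrays with a strong neuronal signal left out, and CIH 8W replicate 1 with Nor 8W replicate 5 left out. Each split of the arrays of a comparison into groups of the same sizes, or 100 drawn at random, was fitted in the same way.

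The qRT-PCR measurements and the plaque areas are not among the deposited data and were not analysed. The build of the positions in Table 2 is not stated, and no genome was at hand to place them.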

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

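Of the tests below, those on other splits of the arrays, on the neuronal tissue and the neurons, without the neuron-rich arrays, on a shift of whole arrays and on the 2 arrays at 8 weeks were chosen only after the result was seen.

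The effect of CIH at 12 weeks was set against that at 8 weeks. The difference between the effects had a median log2 value of 0.54 for the 21 heat shock genes (adjusted p = 2.28e-13 from camera, 0.321 with an estimated correlation) and of 0.70 for the 20 smooth muscle contraction genes (adjusted p = 2.02e-13, 0.354 with an estimated correlation). It was negative for macrophage genes, at -1.60 (adjusted p = 1.66e-07, 0.616 with an estimated correlation), for lysosome genes, at -0.71 (adjusted p = 3.08e-07, 0.616), for cytokines, at -0.71 (adjusted p = 0.000628, 0.651), and for oxidative phosphorylation, at -0.33 (adjusted p = 4.19e-12, 0.616). For single probe sets the difference was called for 2817 higher and 4061 lower, and 0 passed an adjusted p under 0.05 in limma (lowest 0.0559), with 6905 at an unadjusted p under 0.05. Without the 5 neuron-rich arrays the median difference was 0.65 for heat shock (adjusted p = 3.56e-15 from camera, 0.241 with an estimated correlation), 0.32 for smooth muscle (1.22e-10, 0.312), -0.35 for oxidative phosphorylation (4.75e-17, 0.436) and -0.24 for lysosome genes (0.0449, 0.929), while macrophage genes, at -0.48 (0.0755, 0.929), and cytokines, at -0.07 (0.874, 0.984), no longer passed an adjusted p under 0.05. With single arrays left out, the median for cytokines was -0.43 without Nor 8W replicate 3 and -0.40 without CIH 8W replicate 3, and that for oxidative phosphorylation was -0.22 without Nor 8W replicate 1.

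Among signals that the paper does not analyse, genes of fatty acid synthesis had a median log2 difference of -1.95 and genes of oxidative phosphorylation of -0.402 in CIH 8W + Nor 4W vs. Nor 12W. Markers of all adipocytes and of brown adipocytes moved the same way there, with medians of -0.68 and -0.465. The list of major urinary protein genes had a median of -1.03 in CIH 12W vs. Nor 12W; Table 1 gives Mup1, Mup12 and Mup19, which are not among its 23 genes, and the paper does not discuss the group.

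Some single arrays lay far from the others of their group on the mean of a gene list. Nor 8W replicate 3 had a mean of 10.09 over the sympathetic neuron genes against 4.30 to 4.70 (gap over range 0.929), Nor 12W replicate 4 had 8.22 over the cardiomyocyte genes against 4.50 to 4.75 (0.934), Nor 12W replicate 5 had 11.84 over the adipocyte genes against 10.13 to 10.44 (0.821), and CIH 8W replicate 3 had 6.44 over the platelet genes against 5.00 to 5.40 (0.721). These are 4 of 110 groups examined, and chance alone gives 5.5 at the cut used. That count takes no account of the size of a gap or of how many genes share it. It therefore does not show that these arrays stand apart by chance.

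Tissue that adheres to the aorta is the first pattern. Of the 18 brown adipocyte genes 10 fell in CIH 12W vs. Nor 12W. Of the 22 sympathetic neuron genes 0 were called there by limma, with a median log2 difference of -1.09 (adjusted p = 0.00356 from camera, 0.787 with an estimated correlation). Neuronal tissue in 2 of the Nor 12W arrays was argued against as the source of the fall in brown adipocyte genes, since their median stayed at -1.33 without the neuron-rich arrays. A smaller amount of perivascular fat on the CIH 12W aortas remains a candidate explanation, since the list of genes of all adipocytes moved the same way with a median of -1.067, and a loss of fat cells through CIH would look the same. Ganglion or nerve tissue in some aortas may account for the neuronal genes, since the Nor 12W arrays spread over 3.872 log2 units on that list. Whether CIH acts on the neurons of every aorta stays open: without the neuron-rich arrays the median was -0.163, with 10 of the 22 genes lower and 0 higher, and only 3 Nor 12W arrays are left.

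The second pattern is the opposed movement of clock genes in CIH 12W vs. CIH 8W + Nor 4W. After each array was centred on its median the 2 clock lists still moved in opposite directions, with medians of -1.45 (genes high with Nr1d1) and 1.99 (genes high with Arntl). The calls of the comparison turned from 1606 higher and 2569 lower to 2669 and 1267. Centring moves all probe sets of an array by the same amount, so it could not have removed an opposed movement. It therefore cannot decide whether a technical difference between the arrays plays a part. Only a shift common to all probe sets is at odds with the opposed directions. A different circadian phase at collection is a candidate explanation: 93.33% of the listed clock genes (14 of 15) moved in the direction of their list. The hour of collection is not given, so an effect of CIH on the clock and a difference in the hour remain open.

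The third pattern is at 8 weeks, where CIH 8W replicate 1 and Nor 8W replicate 5 lay near the other group. Over the 8922 probe sets called between the other 4 and 4 arrays, CIH 8W replicate 1 was nearer to Nor 8W at 82.5% and Nor 8W replicate 5 was nearer to CIH 8W at 62.9119%. The lower of these shares was the highest of the 25 possible pairs (next 58.4). A different amount of macrophage-rich plaque in these aortas stays open. With the macrophage genes as a covariate the split with the 2 labels exchanged still called 3.0557 times as many probe sets as the real split (5815 and 1903), but its own calls went from 9852 without the covariate to 5815, and those at an adjusted p under 0.05 from 2721 to 2. An exchange of the 2 labels cannot be told apart from a difference between animals, as the share for Nor 8W replicate 5 lies between the bounds set for the test. The labels were kept as deposited.

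Other splits of the same arrays bear on this. In CIH 8W vs. Nor 8W the real split called 4257 probe sets, and 24 of 100 splits called as many, so that chance cannot be excluded for this count. The highest other split, with 9852, exchanges those 2 arrays and points to a structure of the samples. In CIH 12W vs. Nor 12W the real split called 7441, the highest other 7522, and 2 of 100 called as many. Such a count was rare among the splits, but another split exceeded it, and chance is not excluded. In CIH 12W vs. CIH 8W + Nor 4W the real split called 4175, the highest other 4742, and 5 of 35 called as many, so that chance cannot be excluded. In CIH 8W + Nor 4W vs. Nor 12W the real split called 6177, the highest other 5695, and 1 of 100, the real one, called as many. A chance origin of this count is thus unlikely, though not excluded.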

How the results depend on the processing

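The settings that use the scale of Supplementary Table S1, leave out the 5 neuron-rich arrays, or leave out CIH 8W replicate 1 and Nor 8W replicate 5 were chosen only after the result was seen.

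The directions of the 14 gene lists tested at claims did not turn in any setting in which they were tested, and each stayed past its threshold in all of these but the estimated correlation, which keeps 5 of 14. The moderated F-test and the fold change over 1.5 bear on calls of single probe sets and were not applied to the lists, and the setting without CIH 8W replicate 1 and Nor 8W replicate 5 was run for the 4 lists at 8 weeks. With the estimated correlation the adjusted p was 0.571 for the macrophage, cytokine and lysosome lists and 0.636 for glutathione metabolism at 8 weeks, 0.0744 for folding in the endoplasmic reticulum, for translocation into it and for heat shock, 0.446 for brown adipocytes and 0.132 for oxidative phosphorylation in CIH 12W vs. Nor 12W. The estimated correlation allows for genes of a list that rise and fall together. Over the other settings, each array left out in turn among them, the adjusted p ranged from 1.51e-20 to 0.00261 (macrophage), 2.09e-22 to 0.0035 (cytokines), 5.97e-19 to 4.62e-05 (lysosome), 4.95e-05 to 0.031 (glutathione), 5.89e-13 to 2.65e-07 (folding), 1.2e-11 to 4.57e-07 (translocation), 1.24e-18 to 4.46e-10 (heat shock), 3.44e-10 to 0.0023 (brown adipocytes) and 4.58e-45 to 6.65e-27 (oxidative phosphorylation). In CIH 12W vs. CIH 8W + Nor 4W it ranged from 1.41e-16 to 7.39e-12 (folding), 4.24e-13 to 2.55e-06 (translocation), 3.19e-24 to 8.56e-14 (heat shock), 2.99e-15 to 2.77e-07 (genes high with Arntl) and 2.48e-19 to 1.54e-08 (genes high with Nr1d1).

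Counts of called probe sets moved more, and except where a reason is given the cause was not tested. A fit of the 2 groups alone gave 1522 higher at 8 weeks and 2556 higher in CIH 12W vs. CIH 8W + Nor 4W, with 190, 0 and 27 adjusted calls in CIH 12W vs. Nor 12W, CIH 12W vs. CIH 8W + Nor 4W and CIH 8W + Nor 4W vs. Nor 12W, and 20 probe sets higher in all 3 comparisons.

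Median centring gave 5749 higher and 2355 lower in CIH 12W vs. Nor 12W, 2669 and 1267 (6 adjusted) in CIH 12W vs. CIH 8W + Nor 4W, 4626 and 2561 for the difference between the CIH effects at 12 and 8 weeks, and 60 higher and 1 lower in all 3 comparisons. Quantile normalization gave 2966 lower in CIH 12W vs. Nor 12W, 6 adjusted calls in CIH 12W vs. CIH 8W + Nor 4W, and 4409 higher and 2663 lower for the difference between the effects.

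With dim probe sets removed, and thus fewer tested, 939 were lower at 8 weeks, 2832 in CIH 12W vs. Nor 12W, 948 in CIH 12W vs. CIH 8W + Nor 4W, 2680 for the difference between the effects and 2 in all 3 comparisons, and CIH 8W + Nor 4W vs. Nor 12W had 1690 higher and 351 adjusted calls. Trended and robust moderation gave 7 adjusted calls in CIH 12W vs. CIH 8W + Nor 4W. Array weights gave 909, 61 and 407 adjusted calls in CIH 12W vs. Nor 12W, CIH 12W vs. CIH 8W + Nor 4W and CIH 8W + Nor 4W vs. Nor 12W.

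Stricter calls gave fewer probe sets by construction. With the moderated F-test required there were 980 higher and 727 lower at 8 weeks, 1613 and 2527 in CIH 12W vs. Nor 12W, 987 and 1112 in CIH 12W vs. CIH 8W + Nor 4W, 1366 and 2291 in CIH 8W + Nor 4W vs. Nor 12W, and 1487 and 2196 for the difference between the effects. With a fold change over 1.5 there were 603 and 141, 474 and 1082, 203 and 127, 351 and 943, and 938 and 1567, in the same order, with 1 higher and 0 lower in all 3 comparisons.

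The replicate number as a block gave 20 adjusted calls in CIH 12W vs. CIH 8W + Nor 4W, 9 in CIH 8W + Nor 4W vs. Nor 12W, and 21 lower in all 3 comparisons. The labels state no pairing by number, and arrays of the same number in 2 groups had correlations of -0.2 to 0.183 after removal of the group means. In CIH 12W vs. CIH 8W + Nor 4W, 3 of 4 arrays were closest to the array of their own number. In the other comparisons 0 of 5 (8 weeks), 0 of 4 (CIH 12W vs. Nor 12W) and 1 of 4 were. These values cannot exclude a pairing.

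On the scale of Supplementary Table S1 there were 7 adjusted calls in CIH 12W vs. CIH 8W + Nor 4W, and 18 higher and 5 lower in all 3 comparisons. Without the neuron-rich arrays there were 804 higher and 946 lower at 8 weeks, 1737 higher in CIH 12W vs. Nor 12W, 229, 5 and 46 adjusted calls in the order given for array weights, 1317 and 2066 for the difference between the effects, and 16 higher in all 3 comparisons, with fewer arrays in each. Without CIH 8W replicate 1 and Nor 8W replicate 5 the 8-week comparison had 5039 higher and 3883 lower calls, 1301 of them at an adjusted p under 0.05. The network had 920 pairs with genes of the moderated F-test and 999 at r of at least 0.95.

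Leaving out 1 array in turn gave 1418 to 4756 higher and 1215 to 2962 lower at 8 weeks, 132 to 631 adjusted calls in CIH 12W vs. Nor 12W, 1837 to 3926 lower and 0 to 33 adjusted calls in CIH 12W vs. CIH 8W + Nor 4W, 12 to 305 adjusted calls in CIH 8W + Nor 4W vs. Nor 12W, and 16 to 61 higher and 6 to 33 lower in all 3 comparisons. No list lost its call.

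Of the single genes named, none that was called turned its direction under any setting. Among 240 values of genes in their comparisons, the fold change over 1.5 ended 46 calls, leaving out the 5 neuron-rich arrays ended 28 and made 8, the moderated F-test ended 25, and array weights ended 9 and made 11.

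Between 27.3 and 35.9% of the probe sets of an array lay above background, which limits what can be read from the dim ones.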

Differences from the paper's values

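None of the settings in this part was chosen only after the result was seen.

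The paper counts 8 mRNAs down-regulated in all 3 comparisons, and here 3 protein-coding probe sets were lower in all 3. Probe sets with several gene symbols were not counted as protein-coding here, whatever those genes encode. Among the alternatives set before the deposited values were examined, the replicate number as a block (7) came within 1.5 times of the paper's count. The 2-group fit (2), median centring (0), quantile normalization (1), dim probe sets removed (1) and trended and robust moderation (1) did not. Array weights (5), the moderated F-test (3) and a fold change over 1.5 (0) did not either. None of the fits without 1 array did: they gave 1 to 5, and 18 without Nor 8W replicate 5.

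The paper counts 16 lncRNAs down-regulated in all 3 comparisons, and here 7 probe sets outside the protein-coding class were lower. That class of others can include probe sets with several gene symbols. The block (14) came within 1.5 times, and the 2-group fit (6), median centring (1), quantile normalization (6), dim probe sets removed (1), trended and robust moderation (7), array weights (10), the moderated F-test (7) and a fold change over 1.5 (0) did not. Of the fits without 1 array, those without CIH 8W replicate 1 (16), CIH 8W replicate 4 (12), Nor 8W replicate 5 (15) and CIH 12W replicates 1 (21), 2 (14) and 3 (13) came within 1.5 times, and the others gave 5 to 10.

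Figure 1B, read by eye, shows about 0 mRNAs that are up-regulated both in CIH 8W vs. Nor 8W and in CIH 12W vs. Nor 12W, and here 48 protein-coding probe sets were higher in both. No alternative set before the deposited values were examined closes this gap. The 2-group fit gave 31, median centring 78, quantile normalization 33, dim probe sets removed 43 and trended and robust moderation 33. Array weights gave 46, the moderated F-test 47, a fold change over 1.5 gave 2 and the block 70. The fits without 1 array gave 24 to 97.

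The paper's co-expression network has 3238 relationships, and here 5015 pairs reached r of at least 0.9 over all arrays. The 2 counts are of unlike sets. Only 2380 probe sets of named non-coding genes were entered here, and other lncRNAs were left out. The paper's network holds such lncRNAs, KnowTID_00004506 among them. The paper's threshold is a correlation of at least 0.9 in either sign, and with negative correlations the number here was 5205. Neither the genes of the moderated F-test (920) nor r of at least 0.95 (999) comes within 1.5 times.

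The paper names 8 mRNAs as down-regulated in all comparisons in Figure 1B. Here 8 of 8 had negative log2 differences in all 3, and 0 were called in all 3 by limma at an unadjusted p under 0.05 and a fold change over 1.1, while 3 were called in 2 comparisons and 1 in 1.

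The paper reports more genes lower than higher in both comparisons of CIH 12W. Here the excess of lower calls held for the deposited values, with 38.0% and 38.5% higher, and turned after median centring, with 70.9% and 67.8% higher. Among protein-coding probe sets more were higher than lower in both comparisons, with 1428 and 1025 against Nor 12W and 726 and 518 against CIH 8W + Nor 4W.

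Among the genes that Table 1 lists and that were not called here, it has Npy, Snap25 and Dbh as lower in CIH 12W vs. Nor 12W, Ighv14-4 as higher in CIH 8W vs. Nor 8W, and Chil3 and Ccl7 as higher in CIH 12W vs. CIH 8W + Nor 4W. Here these had the table's sign, with log2 differences of -3.78, -3.91, -4.37, 1.70, 1.08 and 1.23. Table 2 lists KnowTID_00007912 as lower in CIH 8W vs. Nor 8W, and here its log2 difference was -0.34 and it was not called.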

Other observations

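Of the tests in this part, those without the neuron-rich arrays were chosen only after the result was seen.

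At 8 weeks, genes of the endothelium and of proliferating cells were higher with CIH, and genes of smooth muscle contraction were lower. Of 14 endothelial genes 5 rose and 0 fell (median log2 difference 0.43, adjusted p = 8.16e-07 from camera, 0.571 with an estimated correlation), among them Cdh5 by 0.62, Flt1 by 0.37 and Robo4 by 0.22. Of 14 proliferation genes 8 rose and 0 fell (median 0.31, adjusted p = 2.5e-07, 0.571), among them Mki67 by 1.07, Kif11 by 0.66, Ccnb2 by 0.49 and Tpx2 by 0.45. Of 20 smooth muscle genes 4 fell and 0 rose (median -0.36, adjusted p = 3.53e-07, 0.636): Des fell by 0.61, Myh11 by 0.40, Ppp1r12b by 0.32 and Myl9 by 0.29. Of these genes 0 passed an adjusted p under 0.05 over all probe sets in limma, where 4651 probe sets had an unadjusted p under 0.05, and adjusted over the list alone 1 endothelial gene and 0 of the others passed. Without the 5 neuron-rich arrays, which leaves 4 Nor 8W and 3 CIH 8W arrays, 1 of the 14 endothelial genes rose (median 0.06), and 0 of the 14 proliferation genes (median 0.23) and 0 of the 20 smooth muscle genes (median -0.10) were called.

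All 23 genes of the list of major urinary proteins fell in CIH 12W vs. Nor 12W (adjusted p = 8.49e-28 from camera, 0.0744 with an estimated correlation), 15 of them at an adjusted p under 0.05 over all probe sets and 23 adjusted over the list alone. Their sequences are alike, so that their probe sets are not independent. The mean log2 signal of the list was 4.74 in Nor 12W and 3.60 in CIH 12W. Both lie below the 95th percentile of the background probes in these arrays (4.84 to 5.15 and 4.64 to 5.16), so that the list as a whole is near background. The Nor 12W mean was the highest of the groups, with 4.04 in Nor 8W, 4.03 in CIH 8W and 3.93 in CIH 8W + Nor 4W. Of 11 genes of fatty acid synthesis 8 fell and 0 rose (median -1.08, adjusted p = 1.63e-05, 0.305). The mean over these genes was highest in Nor 12W, at 11.87, with 10.87 in CIH 12W and 10.33 in Nor 8W. Of 21 immediate early genes 9 rose and 0 fell (median 0.63, adjusted p = 1.04e-08, 0.143), of 20 smooth muscle genes 7 rose and 0 fell (median 0.35, adjusted p = 5.3e-09, 0.317), and of 27 genes of extracellular matrix and fibroblasts 6 rose and 1 fell (median 0.39, adjusted p = 1.6e-08, 0.170). Of these 4 lists 0 genes passed an adjusted p under 0.05 over all probe sets in limma, where 7869 had an unadjusted p under 0.05, and 7, 3, 1 and 0 passed when adjusted over the list alone. Of 21 targets of hypoxia-inducible factors 4 rose and 7 fell, with no common direction (adjusted p = 0.951): P4ha1 rose by 1.06 and Slc2a1 by 0.79, and Pdk1 fell by 0.36.

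The paper does not report CIH 8W + Nor 4W vs. Nor 12W, in which 2728 probe sets rose and 3449 fell (44.2% higher), with 25 higher and 173 lower at an adjusted p under 0.05. Higher calls made up 56.6% after median centring and 59.8% after quantile normalization. Without 1 array the adjusted calls numbered 106, 63, 305 and 80 (without Nor 12W replicates 1, 3, 4 and 5) and 30, 73, 12 and 88 (without CIH 8W + Nor 4W replicates 1, 2, 3 and 4). Of the 11 genes of fatty acid synthesis 10 fell and 0 rose (adjusted p = 1.35e-15, 0.139 with an estimated correlation), with 4 at an adjusted p under 0.05 over all probe sets and 10 over the list alone; Elovl6 fell by 2.83, Pnpla3 by 2.10, Acly by 2.03 and Acaca by 1.95. Of 71 genes of oxidative phosphorylation 60 fell and 0 rose (adjusted p = 3.3e-38, 0.231), and of 30 genes of the citrate cycle and fatty acid oxidation 24 fell and 0 rose (median -0.67, 0.379 with an estimated correlation). Of 23 major urinary protein genes 20 fell and 0 rose (median -0.78, 0.235 with an estimated correlation). Over all probe sets 1, 0 and 0 genes of these 3 lists passed an adjusted p under 0.05 in limma, where 6475 probe sets had an unadjusted p under 0.05, and 56, 22 and 20 passed when adjusted over the list alone. The lists of all adipocytes and of brown adipocytes were lower here too, with medians of -0.68 and -0.465. Whether a different amount of fat on the aortas lies behind these falls was not tested. The mean over the fatty acid synthesis genes was 11.87 in Nor 12W, 10.26 in CIH 8W + Nor 4W and 10.33 in Nor 8W.

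The probe sets of the lncRNAs Gm12251 and Gm13910 may report the transcripts of their parent genes. The test was their correlation with those genes over the 23 arrays, and the lower of the 2 values was 0.9541 (Ndufs3 with Gm12251). A shared regulation of the pseudogenes with mitochondrial genes would give the same value and was not tested.

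The paper's full tables for CIH 8W vs. Nor 8W list 4165 probe sets. All had the same direction here, and 2871 of them (68.9%) were called.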
